# Analysis of Müller glia specific genes and their histone modification using Hes1-promoter driven EGFP expressing mouse

**DOI:** 10.1038/s41598-017-03874-8

**Published:** 2017-06-15

**Authors:** Kazuko Ueno, Toshiro Iwagawa, Genki Ochiai, Hideto Koso, Hiromitsu Nakauchi, Masao Nagasaki, Yutaka Suzuki, Sumiko Watanabe

## Abstract

Retinal neurons and Müller glia are generated from a common population of multipotent retinal progenitor cells. We purposed to identify Müller glia-specific molecular signatures during retinal development. Using transgenic mice carrying the *Hes1* promoter (pHes1) followed by EGFP, we purified EGFP-positive Müller glia and other EGFP-negative retinal cells from developing retinas and subjected them to RNA sequencing analysis. Gene expression pattern of EGFP-positive cell was similar to genes expressed in retinal progenitors, and they were downregulated in other cell lineages. Then, we examined the modification profiles of H3K27me3 and H3K4me3 by referring to chromatin immunoprecipitation-sequencing data of rods and other cells. Clustering of the H3K4me3 and H3K27me3 values followed by ontology analysis revealed a high incidence of transcription factors including *Hes1* in clusters with high H3K27me3 levels. *Hes1* expression level decreased dramatically, and the H3K27me3 level at the *Hes1*-locus was upregulated strongly during retinal development. Furthermore, the *Hes1* expression level was upregulated in an *Ezh2*-knockout retina. These results suggest that downregulation of Müller glia-related genes in other lineage rather than upregulation of them in Müller glia contributed Müller-specific molecular features, and a role for modified H3K27me3 in suppressing Müller glia-related genes in other retinal cell lineages to avoid unfavorable expression.

## Introduction

The vertebrate neural retina is organized into a laminar structure comprising multiple types of neurons and glial cells. Müller glia are the only glial cells derived from retinal progenitors, and their cell bodies are localized in the inner nuclear layer (INL). The major retinal cell classes in mice, including Müller glia, are generated from a common population of multipotent retinal progenitor cells that appear between embryonic day (E)11 and postnatal day (P)10 in a conserved temporal order^1^. This process is regulated by various molecular mechanisms, including transcriptional and post-transcriptional regulation.

We have been analyzing the roles of histone H3K27 methylation in retinal development^2,3^. Di and trimethylation of lysine 27 on histone H3 (H3K27me2/3) by Ezh2/Kmt6 together with polycomb repressive complex 2 acts as a gene repression mechanism^4–6^. We reported previously that the H3K27me3-specific demethylase Jmjd3 plays pivotal roles in maturing subsets of bipolar cells by demethylating *Vsx1* and *Bhlhb4* gene loci, which are essential for maturation of bipolar subsets^2^. On the other hand, the eyes of *Ezh2* retina specific-knockout mice are microphthalmic, and postnatal proliferation is diminished^3,7^. In addition, early-onset rod photoreceptors and Müller glia cells are observed in these mice. These results suggest a role for H3K27me3 in defining the timing of neurogenesis and gliogenesis, and that a more detailed analysis of the cell lineage-specific roles of H3K27me3 is necessary. In contrast, H3K4me3, which is one of most well-studied histone methylations, acts on transcription of target genes^8^, and reportedly plays a role in photoreceptor differentiation^9^.

The rod photoreceptors constitute more than 70% of all cells in the mouse retina; therefore, data obtained using the whole retina often represent the rod photoreceptors. To explore the molecular signature of rods and other retinal subsets, we examined the H3K4me3 and H3K27me3 modifications of the rod lineage and those of other cells independently using purified developing retinal subsets. Commitment to the rod lineage occurs from E12 to P7–8 in mice, and peak differentiation occurs after birth^10,11^. We purified rod and photoreceptor precursors using specific expression of the cell surface marker Cd73^12^ from postnatal developing retinas, and we also purified the Cd73-negative population, which consists of interneurons, Müller glia, and RGCs. RNA sequencing (RNA-seq) and chromatin immunoprecipitation sequencing (ChIP-seq) for H3K4me3 and H3K27me3 were performed^13^.

In this study, we focused on Müller glia-specific molecular events using the retinas from *Hes1* promoter-enhanced green fluorescent protein (EGFP) transgenic mice.

## Methods

### Mice

All animal experiments were approved by the Animal Care Committee of the Institute of Medical Science, University of Tokyo and conducted in accordance with the ARVO (Association for Research in Vision and Ophthalmology) statement for the use of animals in ophthalmic and vision research. ICR mice were obtained from Japan SLC Co. The transgenic mice of 2.5-kb promoter of *Hes1* followed by destabilized *EGFP* (pHes1-EGFP mouse)^14^ was kindly provided by Dr. Ryoichiro Kageyama.

### RNA sequencing (RNA-seq) and quantification

Total RNA was extracted from stored purified cell pellets using RNeasy Plus Micro Kit (Qiagen), and RNA quality was confirmed using a 2100 Bioanalyzer (Agilent Technologies). RNA-seq was done as previously described^13,15^. The original data set were deposited in GEO (GSE86199). The sequence reads were aligned to the mouse reference genome assembly (NCBI37/mm9) using TopHat (v2.0.8b) with the option (–coverage-search –max-multihits 50)^16^. Then, fragments per kilobase of exon per million mapped fragments (FPKM) was calculated from the aligned reads by using CuffLinks (v2.1.1) with the default option^16^ as previously described^13^. 

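The gene table that Cufflinks wrote for each of the 4 libraries lists an FPKM and a 95% interval for every gene. FPKM is the number of fragments per kilobase of transcript per 1e6 mapped fragments, so it is already divided by the length of the transcript and by the size of the library. All 4 tables list the same 23021 gene lines, which carry 22558 gene symbols. Small RNAs were recognized by their symbols, and 787 lines with 730 such symbols were left out. Of the symbols that remained, 235 had more than 1 line, and the line with the highest FPKM over the 4 libraries was kept. In this way 21828 genes were analyzed. An FPKM of at least 1 in at least 1 library was found for 12941 of them, and 3716 were listed at 0 in all 4 libraries. By symbol, 20191 of the 21828 genes were found among the protein-coding genes of the NCBI37/mm9 annotation, and 99.3% of these overlapped the annotated gene on the same chromosome.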

By using CuffLinks, 23,021 genes expression values (FPKM) were estimated, and small RNAs such as miRNAs were excluded, and remaining 19,954 genes were subjected to following analyses. K-means clustering was done using GeneSpring software (v. 12.6.1; Agilent Technologies). Flow of data analysis is shown in Supplemental Fig. 1. To verify H3K27me3 levels of genes in the clusters in pHes1_EPC and pHes1_ENC, three representative genes in each cluster were selected as follows. For each gene, the sum total of H3K27me3 level of Cd73 (P2N, P2P, P5N, P5P) was calculated, and top 18 genes from the biggest value were selected. Then, a square value of difference between P2N and P2P, and P5N and P5P were calculated. For C1, C2, C4, and C5 top 3 genes with from smallest difference were selected, and for C3, C6, and C7, top 3 genes with largest difference were selected as representative genes.

### Immunostaining, Retinal explant culture, RT-qPCR, ChIP-quantitative polymerase chain reaction (ChIP-qPCR), and data mining of ChIP-sequencing results

Immunostaining of sections was done as described previously^17^. Primary antibodies, anti-EGFP (Chicken polyclonal, Abcam ab13970202) and anti-Glutamine synthetase antibody (Mouse monoclonal, Chemicon MAB30219), were visualized by using Alexa Fluor 488 or 594 dyes conjugated second antibodies (Molecular Probes), respectively. Samples were mounted in PBS containing 50% glicerol and analyzed by using a Zeiss Axio Vision 4.6 microscope. Retinal explant culture was performed at 34 °C on a chamber filter (Millicell) as previously described^17^. ChIP-qPCR was done as previously described^2^. For RT-qPCR, total RNA was purified from homogenized tissues using Sepasol RNA I Super G (nacalai tesque), and cDNA was synthesized using ReverTra Ace pPCR RT Master Mix (TOYOBO). Quantitative PCR (qPCR) was performed using the SYBR Green-based method, using the Roche Light Cycler 96 (Roche Diagnostics). *Glyceraldehyde 3-phosphate dehydrogenase* (*Gapdh*) was used as an internal control. The binding of Ezh2 was examined using anti-Ezh2 antibody (Active Motif, 39875) and mouse IgG (BioLegend, 401302). The histone modification value of H3K4me3 and H3K27me3 were calculated as follows. For test samples and input samples, the 1050 bp-window tags (50 bp sliding) were counted, and number of tags at each position was divided by the number of total tags. The values of the test samples were subtracted by that of input samples at each genome position. The values were converted into log2 scale, and the averaged values in TSS +/−5 kb (Refseq genes except for small RNAs) were subjected to quantile normalization.

### Statistical analysis

For Figs 1, 2 and 3, the p values were calculated by student’s T test, and effect size of the results was examined by Pearson’s correlation coefficient (r).

**Figure 1:**
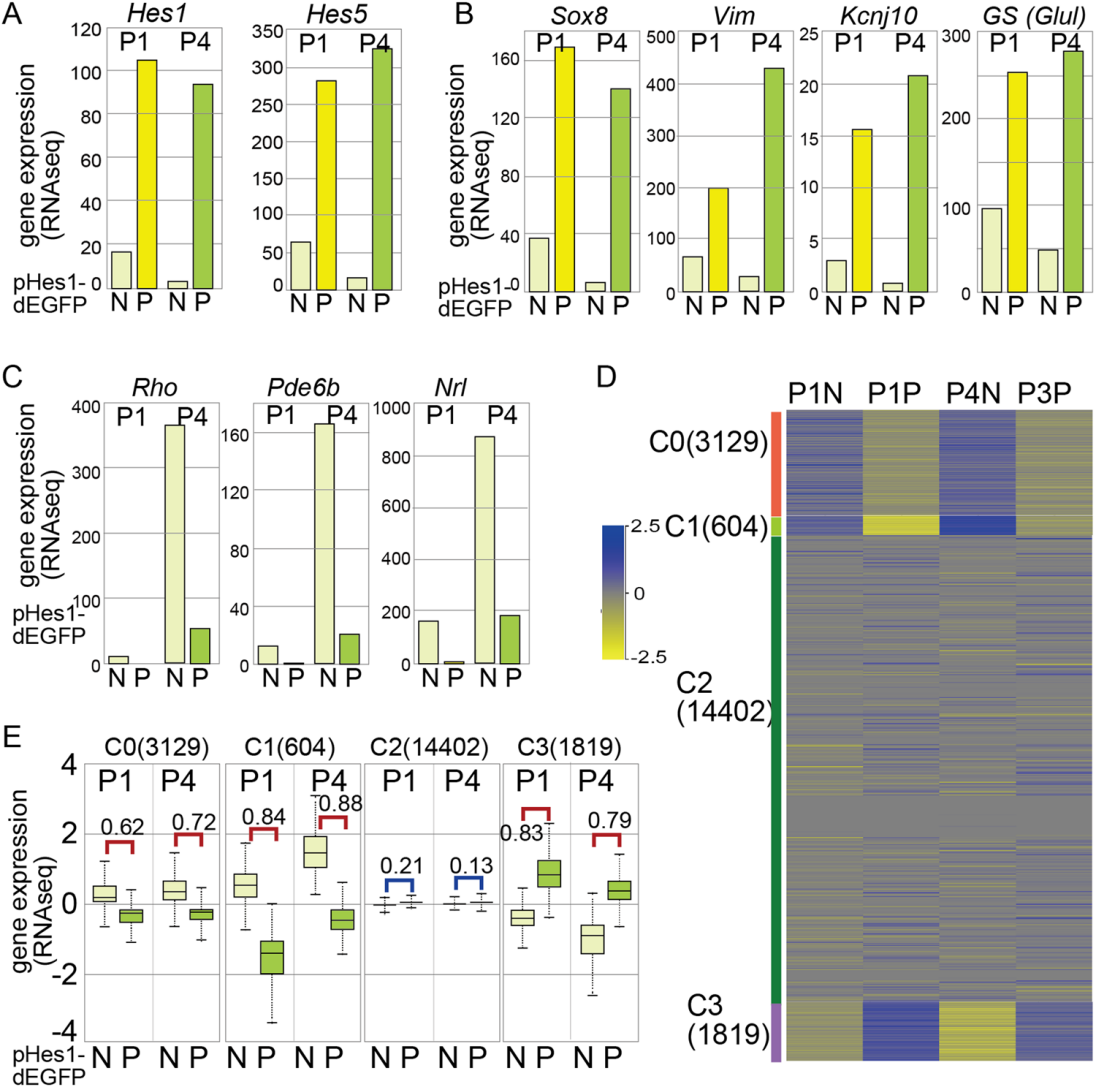
Fractionation of retinal cells by EGFP expression from pHes1-EGFP transgenic mouse retina. (**A**,**B**,**C**) RNA-seq using purified EGFP positive (P) and negative (N) cells of retina from *pHes1*-EGFP mouse at P1 and P4 was done. RNA-seq values of genes related to Müller glia (**A**,**B**) or photoreceptor (**C**) are shown. (**D**,**E**) Unsupervised K-means clustering of all genes on the RNA-seq to generate 4 clusters was done (**D**), and the distribution of gene expression of the clusters 0, 1, 2, and 3 in pHes1-EGFP positive (P) and negative (N) populations are shown (**E**). Numbers in parentheses are gene number in each cluster. Statistical analysis was done by student’s t test, and effect size of the results was examined by Pearson’s correlation coefficient (r) and indicated in the figure. N, negative; P, positive.

**Figure 2:**
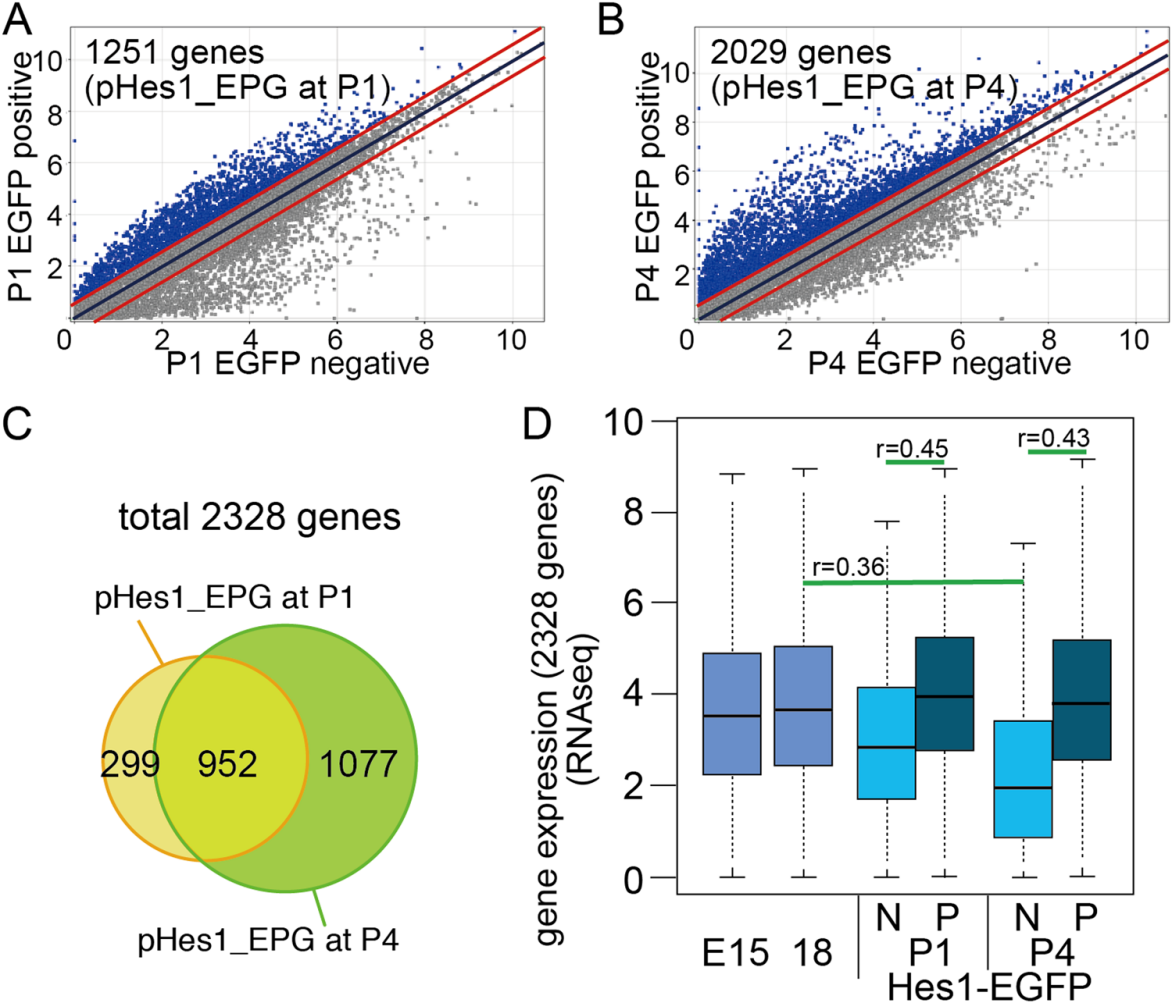
Identification of pHes1-EGFP positive cell specific genes. (**A**,**B**) Global gene expression levels of EGFP negative (horizontal axis) and EGFP positive (vertical axis) pattern of RNA-seq derived from P1 (**A**) and P4 (**B**) *pHes1*-EGFP mouse retina. Diagonal lines indicate median (middle line) and +/− 2 fold difference values (upper and lower lines). Genes predominantly expressed in either fraction was designated as pHes1-EPG and pHes1-ENG only if expressed at >2 fold than opponent fraction. (**C**) Venn diagram showing overlapping of genes of pHes1-EPG at P1 vs. pHes1-EPG at P4. (**D**) Average and distribution of gene expression levels of 2,328 genes, which expressed in higher in pHes1-EPG at P1 and/or P4. RNA-seq data of whole retina at E15 and E18^13^, and pHes1-EPC and -ENC are shown. N, negative; P, positive. The p values were calculated by student’s T test, and effect size of the results was examined by Pearson’s correlation coefficient (r).

**Figure 3:**
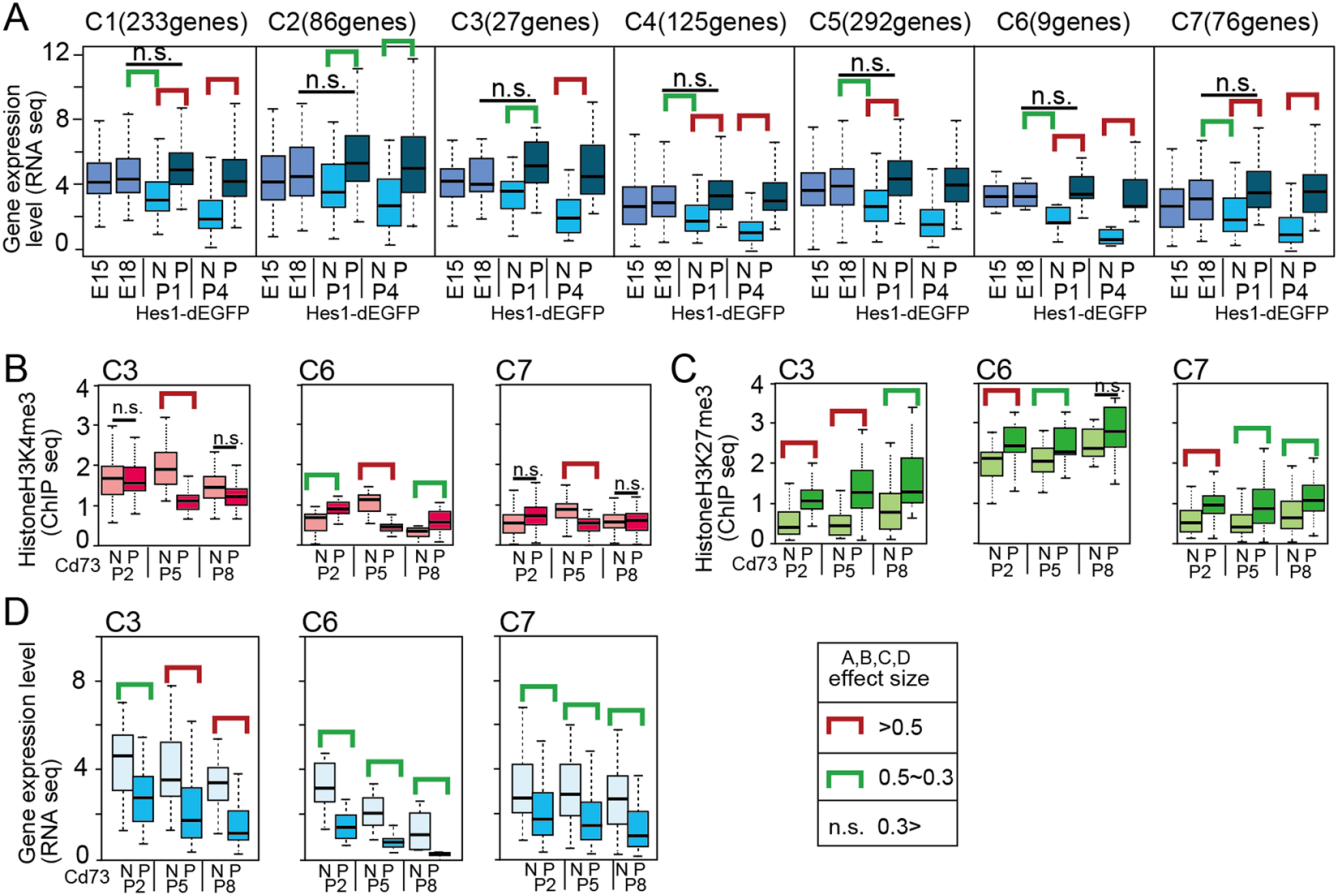
Characterization of genes commonly upregulated in P1 and P4 pHes1 EGFP positive cell populations. (**A**) Genes that expressed higher levels in pHes1-EPC than in pHes1-ENC at both P1 and P4 were sub-clustered to C1 to C7 by using their values of H3K4me3 and H3K27me3 ChIP-seq of Cd73_P and Cd73_N retinal fractions^13^. Average and distribution of gene expression levels (RNA-seq) are shown by box plot. RNA-seq data obtained from whole retina at E15 and E18^13^ are also shown. (**B**–**D**) Distribution of H3K4me3 (ChIP-seq, **B**), H3K27me3 (ChIP-seq, **C**), and transcripts level (RNA-seq, **D**) of genes in each sub-cluster are shown. ChIP-seq and RNA-seq were performed by using Cd73_P and Cd73_N retinal sub-fractions at P2, P5, and P8^13^. Green and red bars indicate statistical significant. p values were calculated by student’s T test, and effect size of the results was examined by Pearson’s correlation coefficient (r). r; Red bar >0.5, 0.5> green bar >0.3, n.s. <0.3.

### Primers sequences for qPCR

*Hes1* 5′-cggtctacaccagcaacagt-3′, 5′-aagagagaggtgggctaggg-3′

*Ezh1* 5′-catgacccagaacttttgtgaa-3′, 5′-gacaaccaggaaagcgattc-3′

Primers not listed had been published previously in ref.^2^.

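The ChIP-qPCR primers were searched in the NCBI37/mm9 genome. Each of the 21 pairs had exactly 1 position at which both primers matched and faced each other, and the products were 74 to 139 bases long. Positions were counted from the start of the longest protein-coding transcript of each gene. The products reach from -479 bases, for Fxyd1, to 563 bases, for Itgb8. For 19 of the genes the product lies upstream of the start, whereas those of Irx5 and Itgb8 lie in the 5′ untranslated part of exon 1. In the RNA-seq data of the sorted cells, each of the 21 genes was more than 2-fold higher in pHes1_EPCs than in pHes1_ENCs at both ages, with log2 differences of 1.01 to 2.89 at P1 and 1.00 to 4.69 at P4. The paper chose these genes from clusters of genes already selected for such a difference in the same libraries. Their being more than 2-fold higher therefore follows from the selection. Their FPKM in P4 pHes1_EPCs ranged from 1.63 to 532. The RT-qPCR primers for Hes1 enclose 156 bases of its exon 4, from 30067408 to 30067563 on chromosome 16, of which a part is coding. Those for Ezh1 enclose 71 bases of the spliced transcript, in exons 15 and 16 of 21, so that the product spans an exon junction.

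**Figure D1:**
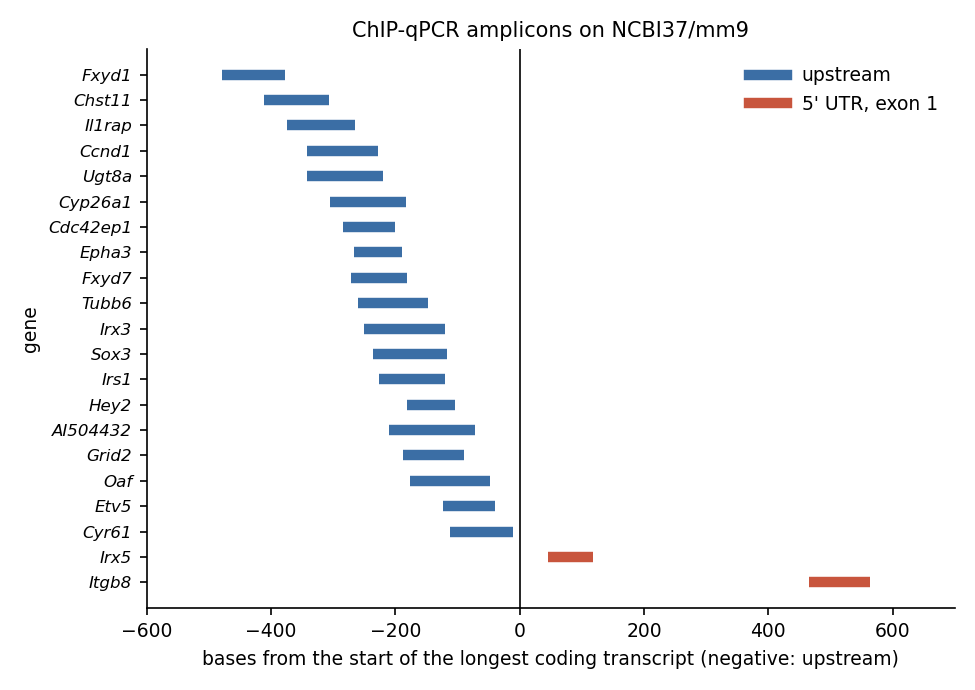
Position of each of the 21 ChIP-qPCR products, in bases from the start of the longest protein-coding transcript of its gene in NCBI37/mm9, with 1 bar for each gene. The bars lie between -479 and 563 bases, and only those of Irx5 and Itgb8 lie downstream of the start.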

### Primer sequences for ChIP-qPCR

*Epha3* 5′-aaaacggaatggctcccaag-3′, 5′-ttgctggtggggtaggaaag-3′

*Chst11* 5′-tgtcacctaacctgcttctcg-3′, 5′-tgcgtgaacgtttccatgac-3′

*Al504432* 5′-aagccagtgagagtcagtgtac-3′, 5′-tctgcttttccagtgctgtg-3′

*Grid2* 5′-aaaaaccgtcaaggcaggtg-3′, 5′-aaaaccgcgctctcaattcc-3′

*Irx5* 5′-acacaaggcgtcagaatcctc-3′, 5′-gggctctgcttttggctttg-3′

*Tubb6* 5′-actaacagtaccgtggtgcag-3′, 5′-ttggtcctgacagctggaac-3′

*Cdc42ep1* 5′-aggtcatctaaggagcagtgg-3′, 5′-tcgggaatgttcgctctgtc-3′

*Ugt8a* 5′-tctggagcggagactttgatg-3′, 5′-tcaagccgtctctcaaacctc-3′

*Il1rap* 5′-tcttcagtggagcacaacgg-3′, 5′-aacgtgcaaggaagggctag-3′

*Irx3* 5′-caactttaagccgccttagctc-3′, 5′-gcttttgctcacctttctgc-3′

*Cyp26a1* 5′-aacccaggactccaaattccc-3′, 5′-tctttccttgtcctaggtgtgc-3′

*Sox3* 5′-aagctctcatcacgtcactcg-3′, 5′-tgatgagtcctggccaatcaac-3′

*Fxyd7* 5′-tttcggacaccccttgctg-3′, 5′-ttttcgcacaagaggcactg-3′

*Fxyd1* 5′-atcaaaggctggcagaacac-3′, 5′-tgctaggtttcctgggaatcag-3′

*Cyr61* 5′-gccaaccaacattcctgagatg-3′, 5′-agcccgccctttataatgcc-3′

*Itgb8* 5′-acctgtggaagaagctagcac-3′, 5′-tcacagggtgatgctgctttag-3′

*Ccnd1* 5′-acattcttccttggcttgcg-3′, 5′-ggggcttctttccctaagagg-3′

*Irs1* 5′-ccggaatgtagagcgagcag-3′, 5′-agaggagcaaaacacgtgac-3′

*Oaf* 5′-aagccagcctagaccacaaag-3′, 5′-aacagaaaccaccaggacctg-3′

*Etv5* 5′-gacctctgagggcgttgag-3′, 5′-tcttcaggcaaatccagctg-3′

*Hey2* 5′-cctctgccaacgcctctc-3′, 5′-acggtgtggctttctattgg-3′

### Construction of plasmids encoding sh-RNA against Ezh1

For the construction of the shRNA vectors, a target sequence was selected using Gene Link RNAi Explorer (http://www.genelink.com). BLAST analysis showed no homology between each target sequence and any other sequence in the mouse genome database. Double-stranded DNA for the target sequences was constructed as previously^18^ using pU6 shRNA expression vector^19^. Target sequences are as follows; sh-Ezh1_1: 5′-gaaagataacaattctacaca-3′, sh-Ezh1_2: 5′-gaattcatttctgaatattgt-3′.

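Ezh1 lies on the minus strand of chromosome 11 in NCBI37/mm9, where its gene line spans 101052429 to 101087764, and its longest protein-coding transcript has 21 exons. The target of sh-Ezh1_2 lies in exon 17, at 101056206 to 101056226, within the coding sequence. With 20 bases on each side, the genome reads, on the strand of the gene, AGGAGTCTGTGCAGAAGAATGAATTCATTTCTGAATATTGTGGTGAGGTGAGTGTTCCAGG at this place. The target of sh-Ezh1_1 has no position in the genome in a single piece, because it spans the junction between exons 14 and 15, between 101060682 and 101061264, and it is also coding. Among annotated transcripts, each of the 21-base targets matched exactly in 1 gene, Ezh1, and not in Ezh2. The FPKM of Ezh1 was 9.59 in pHes1_ENCs and 3.90 in pHes1_EPCs at P1, and 15.8 and 5.96 at P4, a log2 difference between the fractions of -1.11 at P1 and -1.27 at P4. For Ezh2 the log2 difference was 0.84 at P1 and 0.59 at P4.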

### Flow cytometry and cell sorting

Retinas were isolated from enucleated eyes, and incubated with 0.25% Trypsin in PBS (500 μl) for 15 minutes at 37 °C. Samples were treated with DNaseI and stained with propidium iodide. EGFP positive and negative fractions were purified by using MoFlo cell sorter (Beckman Coulter). Purified cells were stored at −80 °C as cell pellet until use for RNA-seq.

### Ingenuity pathway analysis

Categorized genes were imported into the Ingenuity Pathway Analysis (IPA; QIAGEN bioinformatics; https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/). In IPA each gene was assigned molecular type or biological function such as transcription regulator, cytokine, growth factor, and so on. The basis of the IPA program consists of the Ingenuity Pathway Knowledge Base (IPKB) which is derived from known functions and interactions of genes published in the literature.

## Results

### Comprehensive analysis of the gene expression patterns of Hes1 promoter (pHes1)-driven EGFP-positive and -negative populations

Hes1 is a well-known transcription factor expressed by Müller glia in the retina^20^. 

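In NCBI37/mm9 the gene line of Hes1 spans 30065443 to 30067882 on the plus strand of chromosome 16, and the longest protein-coding transcript has 4 exons. Hes1 encodes a transcription repressor whose expression is driven by Notch signaling.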

Transgenic mice harboring the 2.5-kb *Hes1* promoter followed by dEGFP (pHes1-EGFP) expressed EGFP in almost all Müller glia in the postnatal retina^14^. We confirmed that specific expression of EGFP continued in Müller glia in the adult retina (Supplemental Fig. 2A and B).

To analyze the molecular signatures of the Müller glia, we purified *pHes1-*driven EGFP-positive cells (pHes1_EPCs) and -negative cells (pHes1_ENCs) at P1 and P4 using a cell sorter, and the purified cells were subjected to RNA-seq analysis. 

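The sorted cells gave 4 libraries, 1 for each fraction at each age. There were no replicates, so no difference between the libraries could be set against a spread between animals or sorts, and no p-values are given. The authors aligned single-end reads of 36 bases to the mouse genome with TopHat and estimated FPKM with Cufflinks, and the FPKM were used as they stand. Over the genes analyzed they sum to 277433 in pHes1_ENCs and 294789 in pHes1_EPCs at P1, and to 303877 and 372016 at P4. An FPKM of at least 1 was reached by 12108 and 11689 genes at P1 and by 11458 and 11939 genes at P4.
The relative depth of the libraries was inferred from the FPKM, because genes with few reads have FPKM that are multiples of the worth of 1 read. Relative to P1 pHes1_ENC, 1 read was worth 1.05 times as much in P1 pHes1_EPC, 1.08 times in P4 pHes1_ENC and 1.06 times in P4 pHes1_EPC, so the depths were close. Read as 2 standard deviations of a Poisson count on each side, the Cufflinks intervals correspond to a depth in units of 1e6 reads of 14.5 and 13.7 for pHes1_ENC and pHes1_EPC at P1, and of 13.3 and 13.6 at P4.
The difference between the fractions at one age is given as log2(FPKM + 1) in pHes1_EPCs minus log2(FPKM + 1) in pHes1_ENCs, which is the scale of the values in Table S1. The pseudocount of 1 draws the difference of genes with a low FPKM toward 0. For single genes the ratio of the FPKM is also given, with a range from the lower bound of pHes1_EPC over the upper bound of pHes1_ENC to the upper bound of pHes1_EPC over the lower bound of pHes1_ENC. These ranges cover the counting error and not the variation between mice. The midpoint of the Cufflinks interval lay at 96.5% to 96.9% of the FPKM, and on 9.06% to 10.4% of the gene lines the FPKM lay outside its own interval. For lists of genes, the median difference was set against the medians of 10000 random lists of the same size and of similar expression, and its place among them is given as a percentile.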

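The FPKM of Hes1 was 16.6 in pHes1_ENCs and 105 in pHes1_EPCs at P1, a ratio of 6.31 (range 5.29 to 7.18). At P4 it was 3.59 in pHes1_ENCs and 93.5 in pHes1_EPCs, a ratio of 26.1 (18.7 to 33.0). On the log2 scale the differences were 2.59 and 4.37. Between P1 and P4 the FPKM in pHes1_EPCs changed to 0.895 times its P1 value, and that in pHes1_ENCs to 0.216 times. Among the other ways of scaling the libraries, quantile normalization moved the P4 ratio most, to 17.8.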

The RNA-seq data showed approximately 10- and 30-fold greater enrichment of *Hes1* transcripts in the pHes1_EPC population than in the pHes1_ENC population at P1 and P4, respectively (Fig. 1A). 

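Hes5 lies on chromosome 4, where its gene line spans 154335032 to 154336480 and holds 3 exons. Its FPKM was 64.8 in pHes1_ENCs and 282 in pHes1_EPCs at P1, and 16.3 and 324 at P4. The ratio of pHes1_EPCs to pHes1_ENCs was 4.35 (range 3.93 to 4.70) at P1 and 19.9 (16.7 to 22.4) at P4, and the log2 differences were 2.11 and 4.23. In pHes1_ENCs the FPKM at P4 was 0.251 times that at P1.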

Similar results were obtained for *Hes5* expression (Fig. 1A). We then analyzed the expression of known genes expressed specifically in retinal sub-populations. Müller glia-specific genes^21–24^ were expressed dominantly in pHes1_EPCs (Fig. 1B). 

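Fig. 1B shows Sox8, Vim, Kcnj10 and Glul, and all 4 were more than 2-fold higher in pHes1_EPCs at both ages. The FPKM of Sox8 was 36.9 in pHes1_ENCs and 169 in pHes1_EPCs at P1, and 7.02 and 140.1 at P4. For Vim it was 65.2 in pHes1_ENCs and 199.9 in pHes1_EPCs at P1, and 30.7 and 430.5 at P4. Kcnj10 was expressed at a lower level, with an FPKM of 3.01 in pHes1_ENCs and 15.6 in pHes1_EPCs at P1, and 0.879 and 20.7 at P4. For Glul, which encodes glutamine synthetase, it was 96.9 in pHes1_ENCs and 253 in pHes1_EPCs at P1, and 49.3 and 278 at P4. The ratios of pHes1_EPCs to pHes1_ENCs at P1 lay between 2.62 (range 2.45 to 2.75) for Glul and 5.18 (4.32 to 6.04) for Kcnj10. At P4 the ratio was 5.64 (5.18 to 5.98) for Glul and 23.6 (18.6 to 29.9) for Kcnj10, with 19.9 for Sox8 and 14.0 for Vim between them. The log2 differences of Sox8, Vim, Kcnj10 and Glul were 2.17, 1.60, 2.05 and 1.38 at P1, and 4.14, 3.77, 3.53 and 2.47 at P4. Under every other scaling tried, all 4 genes stayed more than 2-fold higher in pHes1_EPCs, and the P4 difference of Kcnj10 moved most with a pseudocount of 0.1, to 4.41.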

Expression of the rod photoreceptor-specific genes was low in both fractions at P1 because rod differentiation occurs mainly postnatally and was expressed in pHes1_ENCs at P4 (Fig. 1C).

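For the rod genes of Fig. 1C reported here, the FPKM of Pde6b was 13.1 in pHes1_ENCs and 0.759 in pHes1_EPCs at P1, and 166 and 21.3 at P4. That of Nrl was 164 in pHes1_ENCs and 8.51 in pHes1_EPCs at P1, and 875 and 184 at P4. The FPKM in pHes1_ENCs was therefore 17.3 times that in pHes1_EPCs at P1 and 7.78 times at P4 for Pde6b, and 19.3 and 4.75 times for Nrl. The log2 differences were -3.01 and -2.90 for Pde6b and -4.12 and -2.24 for Nrl. From P1 to P4 Pde6b rose 12.7 times in pHes1_ENCs and 28.1 times in pHes1_EPCs, and Nrl 5.32 and 21.7 times.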

To verify the RNA-seq data, we performed unsupervised K-means clustering and all genes in the RNA-seq to generate four clusters, which provided good resolution (Table S1). 

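K-means clustering places genes in a chosen number of groups, so that each gene is nearer to the mean pattern of its own group than to that of any other. Table S1 gives log2(FPKM + 1) for each gene and library. Its values and those of the gene tables differed by a median of 0.000479 on the log2 scale over 6387 genes of the table, and by more than 0.5 in at least 1 library for 29 genes. Of the 3129, 604, 14402 and 1819 genes of clusters 0, 1, 2 and 3, in this order, 1991, 601, 1986 and 1809 were used for this comparison. The clustering was repeated with 4 clusters on log2(FPKM + 1), after the median of each gene over the 4 libraries was subtracted. It placed 74.9% of the 6387 genes in the matching cluster. By cluster the share was 24.8% for cluster 0, 94.5% for cluster 1, 96.8% for cluster 2 and 99.5% for cluster 3. Dividing the centred values of each gene by their standard deviation moved the overall share most, to 54.2%.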

The gene expression levels (log transformed) across the four samples are shown as a heat map (Fig. 1D). 

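The median log2 difference between pHes1_EPCs and pHes1_ENCs was -0.66 at P1 and -0.54 at P4 for the 1991 genes of cluster 0 that were compared, of which 76 and 173 were higher in pHes1_EPCs. It was -2.12 and -1.86 for the 601 genes of cluster 1, of which 3 and 5 were higher in pHes1_EPCs. For the 1986 genes of cluster 2 it was 0 and 0.02. In cluster 3 it was 1.2 and 1.62 over 1809 genes, with 1786 higher in pHes1_EPCs at P1 and 1804 at P4, and 1160 and 1485 more than 2-fold higher. After the median of each gene was subtracted, the effect size r between the fractions was 0.836 at P1 and 0.852 at P4 for cluster 1, and 0.83 and 0.824 for cluster 3. Without this subtraction r was 0.578 at P1 and 0.470 at P4 for cluster 1, and 0.355 and 0.471 for cluster 3. The clusters were formed on these same values, so their separation is partly built in, and genes of 1 cluster are not independent replicates. A pseudocount of 0.1 moved cluster 1 at P1 most, to -2.75.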

Genes with higher median expression levels in pHes1-ENCs than in pHes1-EPCs were clustered as 0 and 1 (Fig. 1E). We subjected genes in clusters 0, 1, and 3 to an Ingenuity Pathway Analysis (Table S1). The genes categorized as transcription regulators are shown in Table S1. 

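Table S1 lists 137 transcription factors in C3 and 46 in C1. Those of C3 had a median log2 difference between pHes1_EPCs and pHes1_ENCs of 1.44 at P1 and 1.94 at P4. At P1 134 and at P4 137 of them were higher in pHes1_EPCs, 96 and 121 by more than 2-fold. They include Hes1, Sox8, Sox9, Sox2 and Lhx2, with log2 differences at P4 of 4.37, 4.14, 3.21, 3.64 and 3.11. Those of C1 had a median of -2.34 at P1 and -1.83 at P4, and 1 of the 46 was higher in pHes1_EPCs at each age. They include Nrl, Crx, Otx2 and Neurod1, with log2 differences of -4.12, -4.17, -3.58 and -4.53 at P1 and -2.24, -2.39, -1.51 and -2.31 at P4.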

Transcription factors known to be involved in differentiation of Müller glia were found in C3 (Table S1, C3_TF), and those in the photoreceptor cell lineage were found in C1 (Table S1, C1_TF). These results confirm that *pHes1*-driven EGFP-dependent separation of retinal cells helped purify the Müller glia population.

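Lists of marker genes of retinal cell types gave the same comparison for more genes. The 20 genes of a list for mature Müller glia had a median log2 difference between pHes1_EPCs and pHes1_ENCs of 1.62 at P1 and 3.65 at P4, with 18 and 20 genes higher in pHes1_EPCs, and lay at percentile 100 of the random lists at P4. For 11 genes of Notch receptors and targets, among them Hes1 and Hes5, it was 2.11 and 3.44, whereas for 10 Notch ligand and proneural genes it was -1.77 and 0.39. The 17 rod genes had a median of -2.72 and -2.35, and the 10 cone genes of -1.96 and -1.27, and no gene of either list was higher in pHes1_EPCs at either age. The 16 retinal progenitor genes had a median of 1.76 at P1 and 2.76 at P4, and the 11 bipolar genes of -0.04 and -0.46. The 10 amacrine genes had a median of -2.01 at P1 and -0.37 at P4. The lists for S phase and G2/M phase, 24 genes each, were also higher in pHes1_EPCs, with medians of 2.18 and 1.66 at P1 and of 2.13 and 3.00 at P4. The median FPKM of both lists nevertheless fell from P1 to P4 in both fractions.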

### Identification of Müller glia-specific genes

We considered *pHes1*-positive population-specific genes only if they had more than 2-fold higher absolute expression levels in pHes1_EPCs than in pHes1_ENCs. In total, 1,251 and 2,029 genes at P1 and P4, respectively, were listed as pHes1_EPC-specific genes (pHes1_EPGs) (Fig. 2A,B, genes above upper red line). 

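With log2(FPKM + 1) in pHes1_EPCs minus that in pHes1_ENCs above 1, 1331 genes at P1 and 2150 genes at P4 were listed as pHes1_EPGs. The difference was below -1 for 1483 genes at P1 and 1184 at P4, of which 707 were common to both ages. A ratio of FPKM above 2 without a pseudocount changed these counts most, to 3007 and 4388 genes higher in pHes1_EPCs and 3816 and 3182 higher in pHes1_ENCs. Among genes with an FPKM of at least 10 in both pHes1_EPC libraries, the 5 with the largest difference at the age where it was smaller were Cox4i2, Cyp26a1, Tcf19, Tk1 and Id3. Their log2 differences were 3.07, 2.89, 2.79, 2.66 and 2.65 at P1, and 4.91, 3.96, 3.58, 3.32 and 4.66 at P4. The 5 genes furthest the other way, with an FPKM of at least 10 in both pHes1_ENC libraries, were the haemoglobin genes Beta-s, Hba-a1 and Hbb-b1, and Rnase9 and Rpgrip1. Their log2 differences were -5.95, -6.17, -4.69, -3.72 and -3.95 at P1 and -5.55, -5.48, -6.85, -3.53 and -3.11 at P4.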

Among them, 952 genes were upregulated in common in the pHes1_EPC population at P1 and P4 (Fig. 2C), therefore total 2,328 genes were identified as genes expressed in Hes1-EPC.

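Of these genes, 1007 were more than 2-fold higher in pHes1_EPCs at both ages, 324 at P1 only and 1143 at P4 only, 2474 in total. An FPKM of at least 10 in pHes1_EPCs at one age or both was reached by 1632 of them. The difference was above 0 at P1 for 2314 of the 2474 genes and at P4 for 2446. Among all genes, 27 were more than 2-fold lower in pHes1_EPCs at P1 and more than 2-fold higher at P4, and 3 the other way. Cufflinks gave status OK in all 4 libraries for 26 of the 27 and for 2 of the 3. The remaining gene of the 3 is listed at 0 in P1 pHes1_ENCs and in P4 pHes1_EPCs.

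**Figure D2:**
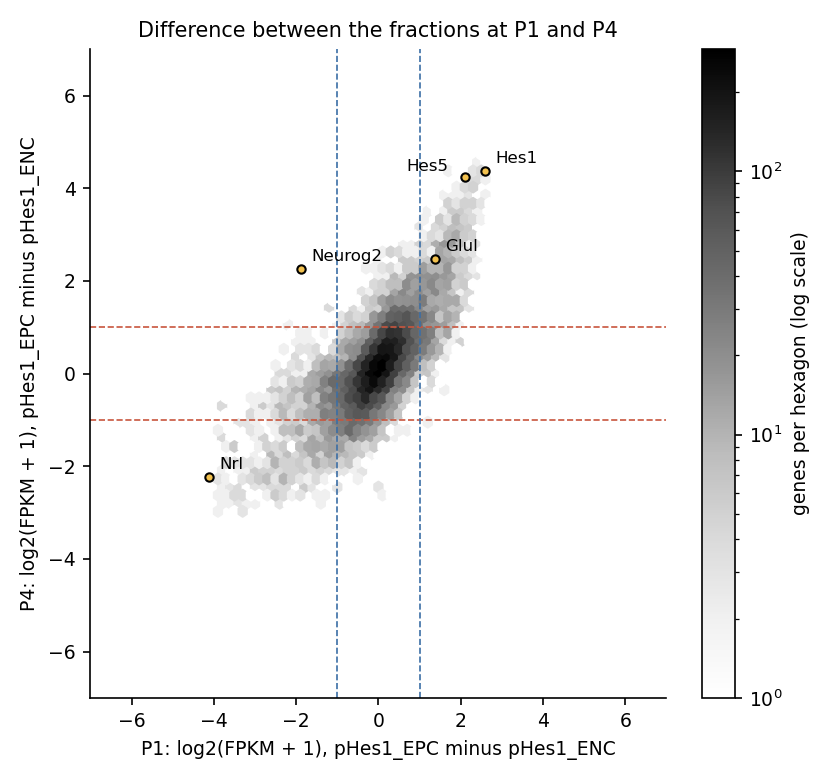
Difference in log2(FPKM + 1) between pHes1_EPCs and pHes1_ENCs at P1 (horizontal axis) and at P4 (vertical axis) for the 12941 genes with an FPKM of at least 1 in at least 1 of the 4 libraries, shaded by the number of genes, with dashed lines at a 2-fold difference. Hes1, Hes5 and Glul lie beyond the lines at both ages on the side of pHes1_EPCs, Nrl on the side of pHes1_ENCs, and Neurog2 at -1.89 at P1 and 2.25 at P4.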

Interestingly, when we examined the expression levels of the 2,328 genes in retinal progenitors using our RNA-seq data^13^, the average levels of the genes in progenitors at E15 and E18 and in Hes1-positive cells were similar, and it was down regulated at Hes1-negative population at P4 (Fig. 2D). 

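Tables S2 and S4 give the E15 and E18 values of 1770 of the 2474 genes, as log2(FPKM + 1). Of the 848 genes of Table S2, 847 were above 2-fold at both ages here. Of the 926 of Table S4, 918 were above it at P4 only. Genes above 2-fold at P1 only are therefore largely missing from this comparison. Over these 1770 genes the paper's values had a median of 3.68 at E15 and 3.84 at E18. In the sorted cells the median was 2.95 in pHes1_ENCs and 4.07 in pHes1_EPCs at P1, and 1.93 and 3.96 at P4. The effect size r against E18 was 0.203 for pHes1_ENCs and 0.0457 for pHes1_EPCs at P1, and 0.372 and 0.0660 at P4. Gene by gene, E18 exceeded P4 pHes1_ENCs by a median of 1.45 and P1 pHes1_ENCs by 0.80, whereas its median difference to pHes1_EPCs was -0.24 at P1 and -0.20 at P4. The E15 and E18 retinas come from an earlier experiment, so the age of the retina and the experiment cannot be told apart in this comparison. They are also whole retinas and not sorted fractions, so a difference in the mix of cells cannot be told apart from age either. Between pHes1_ENCs and pHes1_EPCs, r was 0.268 at P1 and 0.398 at P4 over the 2474 genes. Because these genes were chosen for being higher in pHes1_EPCs, they lie lower in pHes1_ENCs at one age at least by construction.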

We then characterized the histone modifications at Müller glia-specific gene loci. We had previously performed a ChIP-seq analysis of H3K4me3 and H3K27me3 using Cd73-positive rod photoreceptors (Cd73_PCs) and other Cd73-negative cells (Cd73_NCs), including Müller glia in the developing mouse retina^13^. As photoreceptors constitute more than 70% of the total retinal population, signals from retinal sub-fractions other than rods should be stronger in the Cd73_NC population compared with that in the entire retina, although the values are the sum of multiple retinal sub-populations. 

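All 848 genes of Table S2 were found in the gene tables. In the list of 1007 genes more than 2-fold higher in pHes1_EPCs at both ages, 847 of them were present.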

Among the 952 genes (Fig. 2C), H3K4me3 and H3K27me3 values of 848 genes were detected in the ChIP-seq data^13^. We clustered the 848 genes by hierarchical clustering using the H3K4me3 and H3K27me3 values in Cd73_PCs and Cd73_NCs and obtained seven clusters, which were designated C1–C7 (Fig. 3A and Table S2). As expected, average RNA-seq values in the clusters were higher in pHes1_EPCs than in pHes1_ENCs (Fig. 3A). 

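Over the 848 genes the median log2 difference between pHes1_EPCs and pHes1_ENCs was 1.58 at P1 and 2.09 at P4, and every gene was higher in pHes1_EPCs at both ages. For C1 to C7, in this order, the median was 1.61, 1.66, 1.74, 1.53, 1.56, 1.54 and 1.5 at P1, and 2.05, 2.02, 2.70, 2.09, 2.15, 2.13 and 2.29 at P4. The clusters hold 233, 86, 27, 125, 292, 9 and 76 genes. The genes were selected for a difference above 1, so medians above 1 follow from the selection. With a pseudocount of 0.1 the medians over all 848 genes moved most, to 1.83 at P1 and 2.84 at P4.

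**Figure D3:**
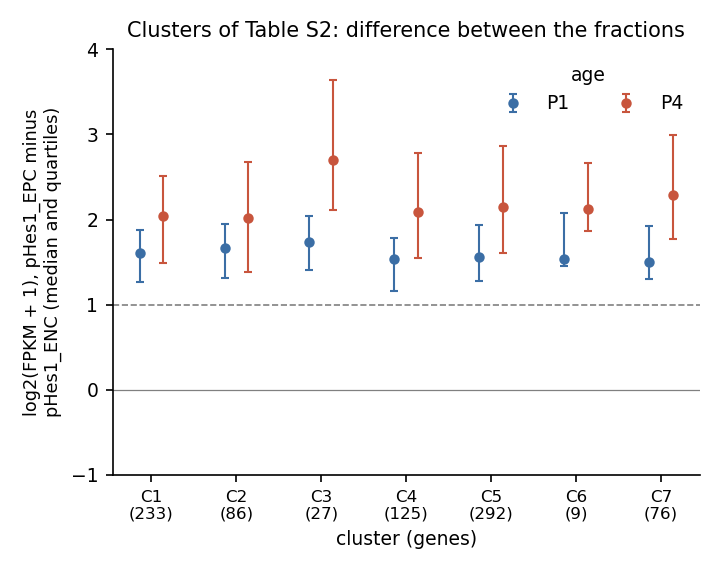
Median (points) and quartiles (bars) of the difference in log2(FPKM + 1) between pHes1_EPCs and pHes1_ENCs for the 7 clusters of Table S2 at P1 and P4, with a dashed line at a 2-fold difference and the number of genes under each cluster. The medians lie between 1.5 and 1.74 at P1 and between 2.02 and 2.70 at P4.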

We had previously performed an RNA-seq analysis of retinal progenitors using whole retinas at E15 and E18^13^. Again, RNA-seq values of E18 retinas and pHes1_EPCs did not differ significantly; however, those of E18 retinas and pHes1_ENCs at P1 differed significantly in C1, 4, 5, 6, and 7 (Fig. 3A). These results suggested that pHes1_EPCs exhibited a gene expression pattern similar to that of retinal progenitor cells, and that the expression levels of genes specific to pHes1_ENCs decreased compared to genes in other cell lineages. 

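The effect size r between the E18 values of Table S2 and P1 pHes1_ENCs was 0.367, 0.234, 0.285, 0.395, 0.380, 0.394 and 0.366 for C1 to C7, in this order, and was above 0.3 in C1, C4, C5, C6 and C7. Against P1 pHes1_EPCs it was 0.156, 0.200, 0.207, 0.181, 0.155, 0.154 and 0.175, below 0.3 in every cluster. The median of E18 minus P1 pHes1_ENCs lay between 0.85 and 1.38 over the 7 clusters. Against P4 pHes1_ENCs r lay between 0.426 and 0.666, and against P4 pHes1_EPCs between 0.0374 and 0.185. Since the genes were not paired for r, its place above or below 0.3 also depends on the spread of expression within a cluster.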

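From P1 to P4, the median change of the 2474 pHes1_EPGs was 0.04 in pHes1_EPCs and -0.55 in pHes1_ENCs on the log2 scale, and 1200 genes fell in pHes1_EPCs and 2126 in pHes1_ENCs. For the 1007 genes common to both ages it was -0.35 in pHes1_EPCs and -0.88 in pHes1_ENCs. These changes are on FPKM without further scaling. The median level of the 2474 genes in pHes1_EPCs went from 3.92 at P1 to 3.75 at P4. After median-of-ratios scaling it went from 3.97 to 3.61, so the size of the change in pHes1_EPCs depends on scaling. In pHes1_ENCs it went from 2.82 to 1.92, and from 2.89 to 1.95 after that scaling. Over the 848 genes of Table S2, the median of E18 minus the sorted cells was -0.49 for pHes1_EPCs and 1.06 for pHes1_ENCs at P1, and -0.03 and 1.96 at P4. From the small difference between E18 retinas and pHes1_EPCs and the larger one between E18 retinas and pHes1_ENCs, the paper proposes that pHes1_EPCs resemble retinal progenitor cells in their expression of these genes, and that expression decreased in pHes1_ENCs.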

We performed clustering using the H3K4me3 and H3K27me3 values. The H3K4me3 values were generally low and were particularly low in Cd73_PCs (Fig. 3B and Supplemental Fig. 3A). These results are consistent with higher expression of genes in the Cd73_NC population than the Cd73_PC population (Fig. 3D and Supplemental Fig. 3C), as Müller glia are included in the Cd73_NC population.

H3K27me3 levels were very low with no difference between Cd73_NCs and Cd73_PCs in the clusters except for C3, C6, and C7, which showed significantly higher levels in Cd73_PCs than in Cd73_NCs (Fig. 3C and Supplemental Fig. 3B). The genes in C3 and C6 showed very low expression levels in the Cd73_PC population, which was consistent with higher levels of H3K27me3 in Cd73_PCs (Fig. 3C,D and Supplemental Fig. 3B,C).

### Differential H3K27me3 levels of pHes1_EPC-specific genes loci in pHes1-EPC and pHes1-ENC

We then examined H3K27me3 levels of representative genes of each cluster in pHes1-EPC and pHes1-ENC at P1 and P4. The genes examined were selected as described in Methods section, H3K27me3 modification levels of the gene loci in pHes1-EPC and pHes1-ENC at P1 and P4 were examined by ChIP-qPCR. As expected the genes in C3, C6, and C7 showed significantly different levels of H3K27me3 levels (Fig. 4). The gene loci of C1, C2 C5 showed no difference between two cell groups but the genes in C4 showed significant difference in some cases (Fig. 4).

**Figure 4:**
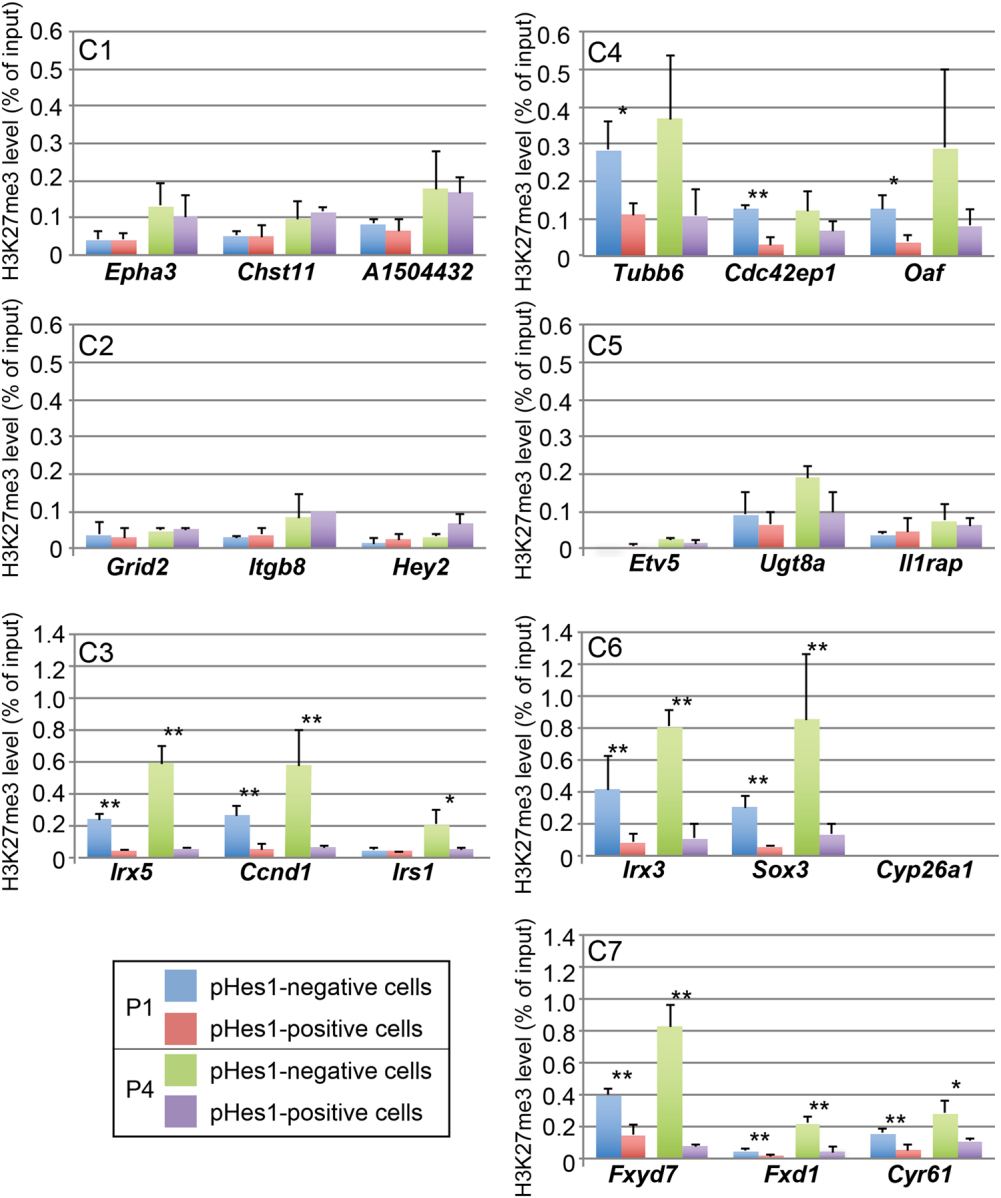
H3K27me3 levels of pHes1_EPC-specific genes loci in pHes1-EPC and pHes1-ENC. H3K27me3 levels of representative genes of each cluster in pHes1-EPC and pHes1-ENC at P1 and P4. ChIP using anti-H3K27me3 antibody was done using extracts of purified pHes1-EPC and pHes1-ENC from mouse retina at P1 and P4. qPCR was done using representative genes in each cluster. The experiments were done three times, and values are average of three samples with standard deviation. p value; **<0.01, *<0.05, or n.s. >0.05 was calculated by Student’s t-test.

### Transcription factors are enriched in clusters C3 and C6

We subjected the genes in each cluster to an ontology analysis to examine the gene classification (Table S3). Interestingly, we found a high incidence of genes categorized as transcription regulators in the C3 and C6 clusters (Table S3 and Fig. 5A). 

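The share of genes annotated as transcription regulators in Table S3 was 40.7% (11 of 27) in C3 and 44.4% (4 of 9) in C6. In the other clusters it was 10.7% (25 of 233) in C1, 15.1% (13 of 86) in C2, 6.40% (8 of 125) in C4, 3.77% (11 of 292) in C5 and 10.5% (8 of 76) in C7. In the RNA-seq data of the sorted cells, the 11 transcription regulators of C3 had a median log2 difference between pHes1_EPCs and pHes1_ENCs of 1.78 at P1 and 3.21 at P4. For the 4 of C6 it was 1.37 and 1.73.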

The high degree of modification of H3K27me3 in the gene loci of the C3 and C6 clusters in Cd73_PCs (Fig. 3C) suggested that the lower expression levels of these genes in rods were regulated by modifying H3K27me3. Ezh2 is a major H3K27 metnyltransferase in the retina^3^, and expression levels of transcriptional regulators in each cluster of Cd73_P and Cd73_N retinal cells at P12 in retina-specific conditional knockout (CKO) *Ezh2* mice showed that C3 genes in Cd73_PCs and Cd73_NCs were upregulated at P12 in the *Ezh2*-CKO retina^3^ (Fig. 5B and Supplemental Fig. 3D). These results suggest that the expression levels of these genes in C3 may be at least partly regulated by modifying H3K27me3.

**Figure 5:**
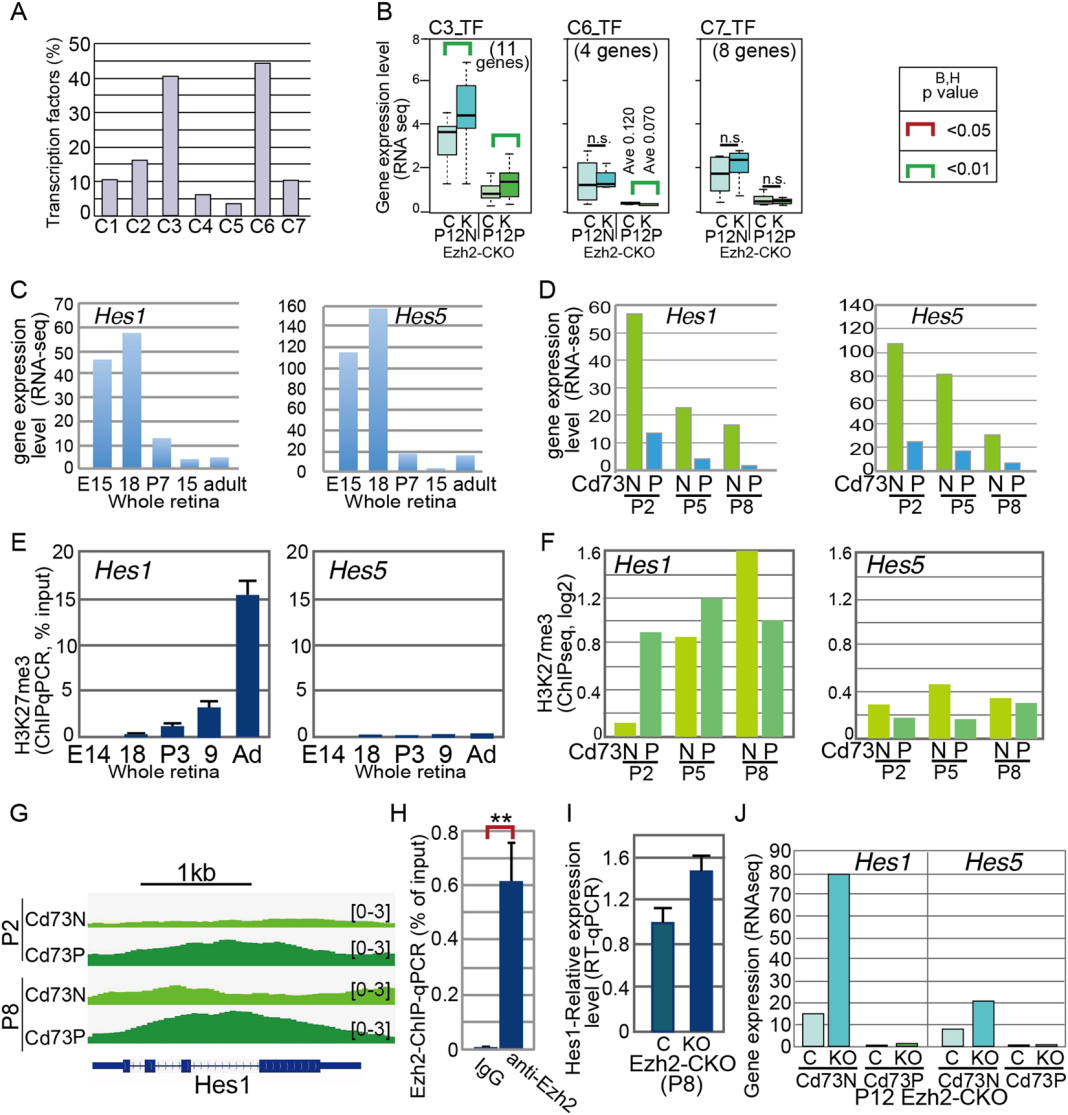
Molecular signature of Hes1 and Hes5 genes. (**A**) Percentage of genes categorized to transcription factors by IPA in total number of genes in the clusters is shown. (**B**) Box plots of average levels of transcription factors in each cluster of RNA-seq data of Ezh2-CKO retina^3^. Retinas from (**C**), control mouse; K, Ezh2-CKO mouse were^13^ used. P12N, Cd73 negative population at P12; P12P, Cd73 positive population at P12 retinas. (**C**) Expression of *Hes1* and *Hes5* transcripts during mouse retinal development examined by RNA-seq^13^ are shown. (**D**) Expression levels of *Hes1* and *Hes5* transcripts examined by RNA-seq using Cd73_P and Cd73_N cell fractions in indicated developmental stages. (**E**) H3K27me3 levels at 5′ genomic region of *Hes1* and *Hes5* loci examined by ChIP-qPCR using whole retina at indicated developmental stages using primers for *Hes1* and *Hes5* are shown. (**F**) H3K27me3 levels of *Hes1* and *Hes5* loci examined by ChIP-seq using Cd73_P and Cd73_N retinal cells. (**G**) Genome browser snapshots showing the *Hes1* region of log2 ratio enrichment for H3K27me3. (**H**) ChIP-qPCR of anti-Ezh2 antibody of retinal cell extract from control mice. (**I**) The expression level of Hes1 in retina of Ezh2-CKO^3^ at P8 examined by RT-qPCR. (**J**) The expression level of Hes1 and Hes5 in Cd73 positive and negative population in retina of Ezh2-CKO at P12 examined by RNA-seq. E, embryonic day; P, postnatal day; N, negative; P, positive. H; The experiments were done three times, and values are average of three samples with standard deviation. p value; **<0.01 was calculated by Student’s t-test.

### Hes1, but not Hes5, is suppressed by modifying H3K27me3 during the late phase of retinal development

Hes1 and Hes5 are critical transcription repressors for Müller glia differentiation^25,26^ and belonged to the C3 cluster category (Fig. 3A). 

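In Table S2, Hes1 is listed in C3, together with Sox9 and Sox2, and Hes5 is listed in C2. On the log2 scale, the paper's E15 and E18 values are 5.94 and 5.90 for Hes1 and 6.85 and 7.31 for Hes5. The values in pHes1_EPCs at P1 and P4 were 6.72 and 6.56 for Hes1 and 8.15 and 8.34 for Hes5. In pHes1_ENCs they were 4.14 and 2.20 for Hes1 and 6.04 and 4.11 for Hes5.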

The *Hes1* and *Hes5* transcripts were expressed strongly in the embryonic retina, but they were expressed only weakly in the mature retina (Fig. 5C). As expected, *Hes1* and *Hes5* were expressed in the Cd73_N population, predominantly at P2, P5, and P8, and expression levels decreased gradually in both fractions (Fig. 5D). ChIP-qPCR using whole retinal samples showed that the H3K27me3 level increased at the *Hes1* locus as retinal development proceeded (Fig. 5E). In contrast, the H3K27me3 level at the *Hes5* locus was constantly very low at all developmental stages examined (Fig. 5E). The H3K27me3-ChIP-seq data for the *Hes1* locus in Cd73_PCs and Cd73_NCs showed a strikingly higher modification level in Cd73_PCs at P2; the levels were comparable at P5, but higher in Cd73_NCs than in Cd73_PCs at P8 (Fig. 5F). The levels of H3K27me3 in Cd73_PCs at P2, P5, and P8 were similar, and we surmise that the modification was once upregulated at P2 to shut off the expression of *Hes1* when the cells started to differentiate, then kept at least until P8. The *Hes1* level was not upregulated since positive transcription regulators for *Hes1* may disappeared in the differentiated cell population. On the other hand, in Cd73_NCs, H3K27me3 level was upregulated during retinal development to actively suppress *Hes1* expression. In contrast, again, the H3K27me3 level at the *Hes5* locus was consistently very low in both the Cd73_P and Cd73_N populations (Fig. 5F). The genome browser pattern confirmed an H3K27me3 modification of the *Hes1* gene at P2 in Cd73_PCs but not in Cd73_NCs (Fig. 5G). ChIP-qPCR by using anti-Ezh2 antibody suggested Ezh2 was in *Hes1* locus (Fig. 5H). Finally, we examined *Ezh2*-CKO retinas^3^, and the *Hes1* transcript level was increased at P8 in the *Ezh2*-CKO retina (Fig. 5I). Later stage RNA-seq data showed that *Hes1* expression was increased in the Cd73_N fraction but not in the Cd73_P fraction (Fig. 5J). The increment of *Hes1* expression indicates that *Hes1* expression was released from the suppression by H3K27me3 modification. We surmised that the *Hes1* transcript was not enhanced in the Cd73_P population because of the lack of positive transcription regulators for *Hes1* in Cd73_PCs. H3K27me3 levels in Cd73_PCs were similar at P2, P5, and P8, suggesting that once the *Hes1* locus was modified with H3K27me3, the modification was kept during development. Weak upregulated expression was observed for *Hes5*; however, this effect may have been secondary to *Hes1* upregulation. *Ezh2* homologue *Ezh1* is also expressed in retina. We next asked roles of Ezh1 for regulation of *Hes1* level. Plasmids encoding sh-RNA against *Ezh1* were constructed (sh-Ezh1_1, sh-Ezh2_2), and the plasmids were transfected into NIH3T3 cells to examine the efficiency of sh-Ezh1s. After 48 hours, cells were harvested, and expression of *Ezh1* and *Ezh2* were examined by RT-qPCR (Supplemental Fig. 4A). Both sh-Ezh1_1 and sh-Ezh1_2 suppressed *Ezh1* but not *Ezh2*. Then the plasmids were transfected to retinal explants prepared from mouse embryos at E18. After 9 days of culture, the explants were harvested, and mRNA levels were examined by RT-qPCR (Supplemental Fig. 4B). The expression levels of neither *Hes1* nor *Hes5* were upregulated by the sh-Ezh1_1 or sh-Ezh1_2. *Hes1* expression was rather suppressed by both plasmids (Supplemental Fig. 4B).

### Genes have higher expression levels in the P4- but not in the P1-Hes1-EGFP population

As shown in Fig. 2C, 1,077 genes exhibited higher expression levels in pHes1_EPCs than in pHes1_ENCs at P4, but not at P1. 

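A difference above 2-fold at P4 but not at P1 was found for 1143 genes. At P1, 983 of these were also higher in pHes1_EPCs, 454 of them by 1.5-fold to 2-fold, and the median log2 difference at P1 was 0.48. From P1 to P4 these genes rose by a median of 0.46 on the log2 scale in pHes1_EPCs and fell by 0.43 in pHes1_ENCs. Both changes are on FPKM without further scaling. With quantile normalization the number of P4-only genes was 605.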

We examined H3K4me3 and H3K27me3 levels of the gene loci and found 926 of the 1,077 genes in the Cd73_P and Cd73_N ChIP-seq data^13^. 

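All 926 genes of Table S4 were found in the gene tables, and 918 of them were among the 1143 genes more than 2-fold higher in pHes1_EPCs at P4 but not at P1.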

We clustered the 926 genes using the H3K4me3 and H3K27me3 values and obtained six clusters by hierarchical clustering analysis (Table S4). The mean RNA-seq values in each cluster showed higher expression levels in pHes1_EPCs than in pHes1_ENCs at P4 but not at P1 in all clusters, as expected (Fig. 6A). 

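Over the 926 genes the median log2 difference between pHes1_EPCs and pHes1_ENCs was 0.50 at P1 and 1.31 at P4. It was above 0 at P1 for 794 genes, of which 4 were more than 2-fold higher, and at P4 for 925, of which 922 were more than 2-fold higher. For C1 to C6, in this order, the median was 0.48, 0.50, 0.37, 0.20, 0.47 and 0.54 at P1, and 1.45, 1.22, 1.48, 1.53, 1.38 and 1.31 at P4. With FPKM rescaled to the same total and with quantile normalization the median of C2 at P4 was 0.99 and 0.95, and 5 of the 6 clusters lay above 1. The clusters hold 42, 214, 14, 43, 216 and 397 genes. The genes were selected for a difference above 1 at P4 and not at P1, so this contrast between the ages is partly built in.

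**Figure D4:**
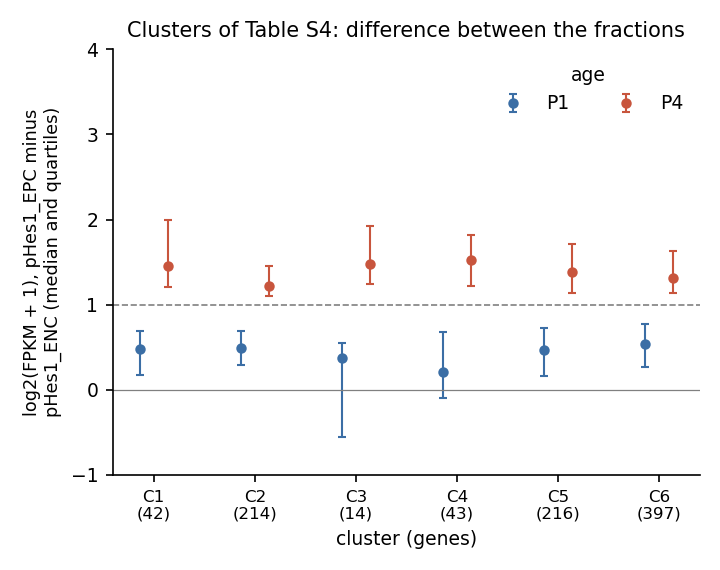
Median (points) and quartiles (bars) of the difference in log2(FPKM + 1) between pHes1_EPCs and pHes1_ENCs for the 6 clusters of Table S4 at P1 and P4, with a dashed line at a 2-fold difference and the number of genes under each cluster. All 6 medians lie below the line at P1, between 0.20 and 0.54, and above it at P4, between 1.22 and 1.53, although C2 lies below it at P4 with FPKM rescaled to the same total and with quantile normalization.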

A comparison of the RNA-seq data for the entire retina at E15 with that at E18 showed that gene expression levels in pHes1-EPCs at P4 were not higher than at E18 in all clusters, but levels in pHes1-ENCs at P4 of clusters 4 and 5 were lower than the levels at E18, suggesting that the genes in the pHes1-EN population were downregulated at later stages of development rather than being upregulated, as in the pHes1-EP population. 

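The effect size r between the paper's E18 values and P4 pHes1_EPCs was 0.0942, 0.0700, 0.139, 0.0747, 0.169 and 0.0763 for C1 to C6 of Table S4, in this order. The median of E18 minus P4 pHes1_EPCs was -0.28, -0.19, -0.43, -0.28, -0.55 and -0.25. Between E18 and P4 pHes1_ENCs r was 0.277, 0.244, 0.239, 0.397, 0.336 and 0.281, above 0.3 in C4 and C5, and the median of E18 minus P4 pHes1_ENCs was 1.35, 1.05, 1.08, 1.15, 0.93 and 1.12. Because r was computed without pairing the genes, it also depends on the spread of expression within a cluster. C1 had the largest median difference with r below 0.3, and C5 the smallest with r above it.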

The H3K4me3 level in the C1 cluster was lower in the Cd73_P fraction than in the Cd73_N fraction, but no differences were detected between other clusters in the Cd73_P and Cd73_N populations with some exceptions (Fig. 6B). Expression levels were relatively broadly distributed but tended to be higher in the Cd73_N population than the Cd73_P population (Fig. 6D). Levels of H3K27me3 were higher in the C1, C3, and C4 clusters of the Cd73_P population, whereas the levels were very low in the C2, C5, and C6 clusters of the Cd73_P and Cd73_N populations (Fig. 6C). We then subjected the genes in each cluster to an ontology analysis and detected a high frequency of transcription factors in the C1 and C3 clusters (Table S5 and Fig. 6E), suggesting strict regulation of transcription factors by histone modification. 

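In Table S5, transcription regulators make up 26.2% (11 of 42) of C1 and 42.9% (6 of 14) of C3. Their share was 7.01% (15 of 214) in C2, 4.65% (2 of 43) in C4, 4.17% (9 of 216) in C5 and 4.79% (19 of 397) in C6. The 11 of C1 had a median log2 difference between pHes1_EPCs and pHes1_ENCs of 0.27 at P1 and 1.70 at P4, and the 6 of C3 one of -0.35 and 1.87.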

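The 11 transcription regulators of C1 had a median log2(FPKM + 1) of 3.55 in pHes1_ENCs and 6.07 in pHes1_EPCs at P4, and of 5.42 and 5.69 at P1. Their median in the paper's E18 values is 4.93. Gene by gene, E18 minus P4 pHes1_ENCs had a median of 1.30, with an effect size r of 0.312, and E18 minus P4 pHes1_EPCs one of -0.17. For the 6 of C3 the median was 2.57 in pHes1_ENCs and 4.67 in pHes1_EPCs at P4, 4.73 and 3.60 at P1, and 4.18 at E18. E18 minus P4 pHes1_ENCs had a median of 1.47 for these genes, with r of 0.305, and E18 minus P4 pHes1_EPCs one of -0.07.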

In fact, we observed downregulation of expression levels of the transcription factors in C1 and C3 populations in pHes1-ENC in compare with that of the whole retina at E18 (Fig. 6F). Furthermore, analyses of expression levels and histone H3K4/27me3 of these transcription factors showed that their expression and histone modification levels were clearly different between Cd73_P and Cd73_N populations (Fig. 6G–I).

**Figure 6:**
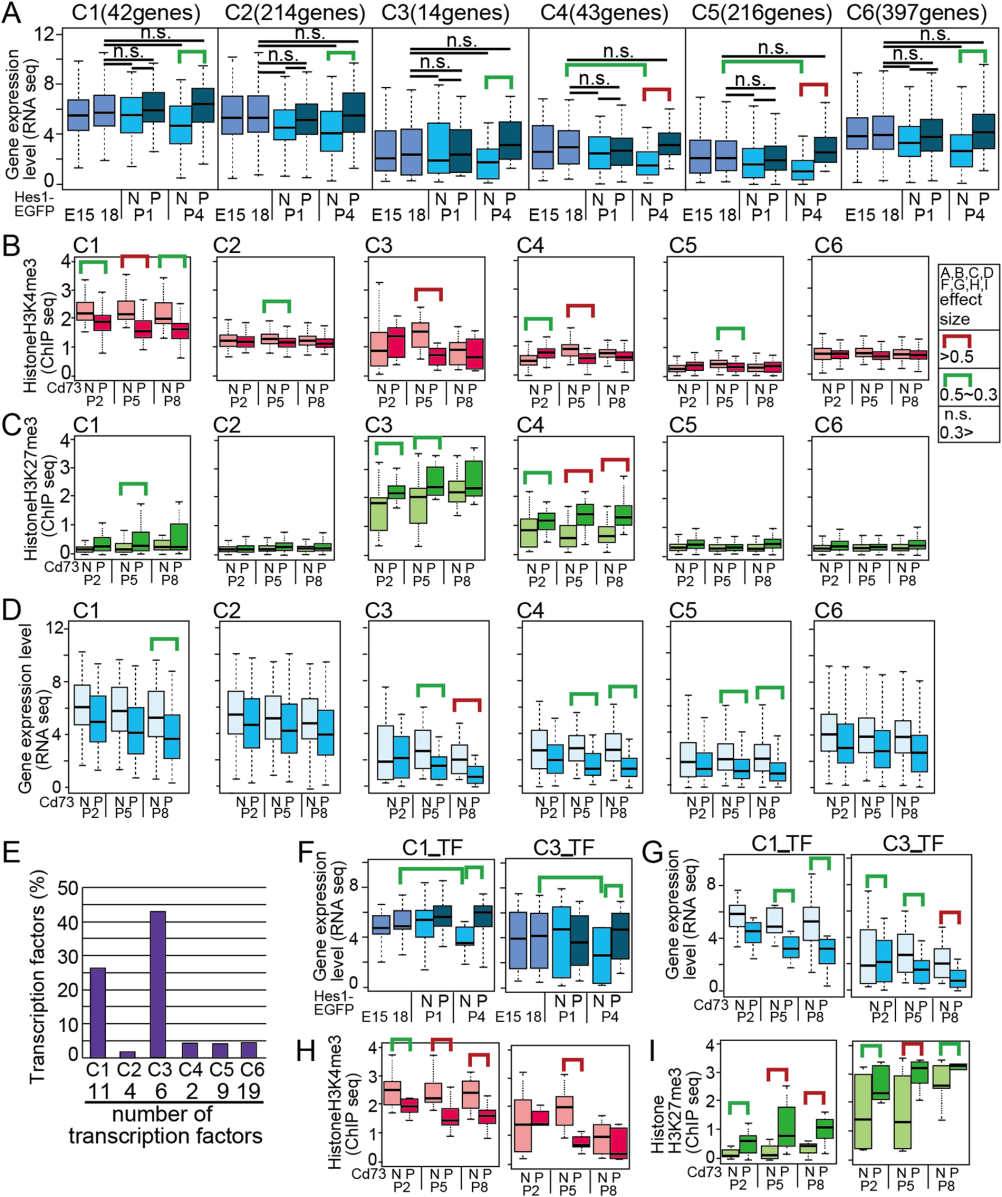
Characterization of genes upregulated in P4 but not in P1 in pHes- EGFP positive cell populations. Genes of pHes1-EPG at P4 but not included in pHes1-EPG at P1 were sub-clustered to C1 to C7 by using their values of H3K4me3 and H3K27me3 ChIP-seq of Cd73_P and Cd73_N fractions^13^, and distribution of gene expression levels (RNA-seq) in each cluster are shown by box plot (**A**). (**B**–**D**) Box plots of distribution of H3K4me3 (ChIP-seq, **B**), H3K27me3 (ChIP-seq, **C**), and transcripts level (RNA-seq, **D**) of genes in each sub-cluster are shown. ChIP-seqs and RNA-seq were performed by using Cd73_P and Cd73_N retinal sub-fractions at P2, P5, and P8^13^. (**E**) Percentage of genes categorized to transcription factors by IPA in total number of genes in the clusters is shown. (**F**–**I**) Distribution of gene expression levels in pHes1-EPC or pHes1-ENC (**F**), or in Cd73_P and Cd73_N (**G**). Levels of H3K4me3 (**H**) and H3K27me3 (**I**) of Cd73_P and Cd73_N fractions of the transcription factors in each cluster are shown.

### Comparison of gene expression between pHes1- and pHes5-labelled Müller glia cells

A previous study examined Müller glia specific gene expression in pHes5-EGFP mouse retina^27^, and we asked whether genes identified in our study and their study overlapped or not. Microarray analysis was employed to obtain comprehensive gene expression pattern in pHes5 drove GFP positive retinal cells from P0, to P21, and hierarchical clustering was done^27^. Cluster 1 contained genes that were expressed highly in pHes5-EGFP retinas at all ages, and cluster 10 contained genes that tended to increase in expression over the first three postnatal weeks^27^. We compared the genes listed in clusters 1 and 10 in the previous study with our 952 and 1,077 genes that were expressed higher in pHes1_EPCs than in pHes1_ENCs (Fig. 2C). Interestingly, only a small percentage of the genes were in common between all four comparisons, but transcription factors were among the genes listed in common (Fig. 7A). However, we found that most of the genes enriched in Müller glia and/or in astrocytes^27^ were included in either the 952 or 1,077 gene categories (Fig. 7B).

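Of 32 genes of Fig. 7B, 16 were more than 2-fold higher in pHes1_EPCs at both ages and 9 at P4 only. Of the remaining genes, Ccnd3 was more than 2-fold higher at P1 only, with log2 differences of 1.13 at P1 and 0.75 at P4, and the others at neither age. Dbi had the largest difference at P4, 4.20, with an FPKM of 83.9 in pHes1_ENCs and 1557 in pHes1_EPCs. Itm2b, at 0.99 at P4, lay just below the threshold. Aqp4, Cav2 and Abca8a had an FPKM below 1 in all 4 libraries, where the pseudocount keeps the difference below the threshold. Depending on the alternative, 19 to 28 of the 32 genes were in the common or the P4-only list.

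**Figure D5:**
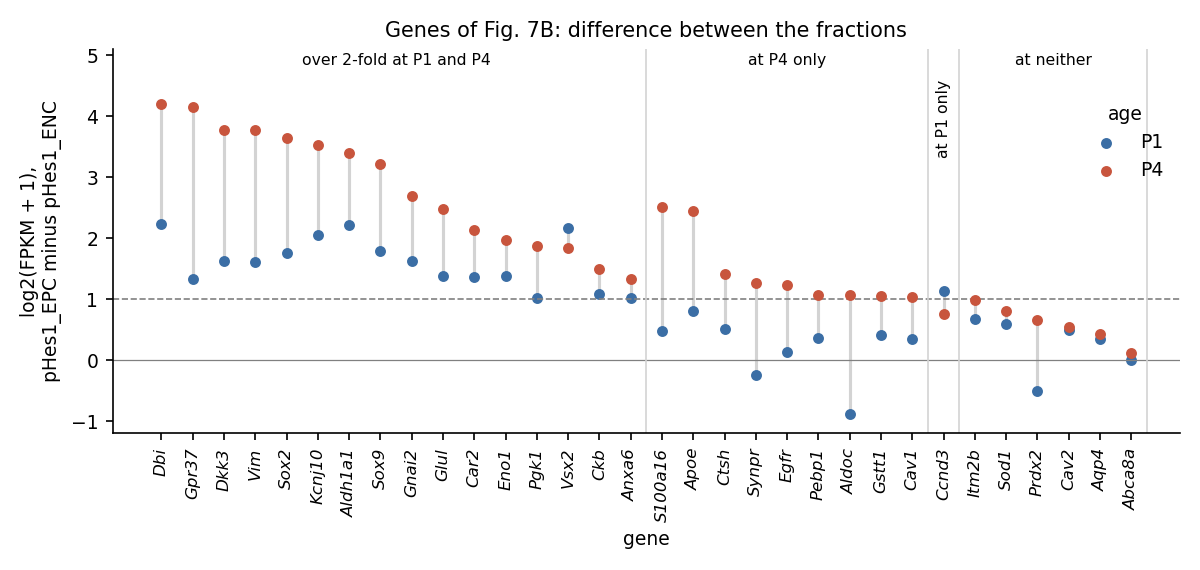
Difference in log2(FPKM + 1) between pHes1_EPCs and pHes1_ENCs at P1 and at P4 for 32 genes of Fig. 7B, grouped by the ages at which the difference was above 2-fold, with a dashed line at a 2-fold difference. At P4 the 16 genes above 2-fold at both ages lie between 1.34 and 4.20, the 9 above it at P4 only between 1.03 and 2.51, and the others between 0.11 and 0.99.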

**Figure 7:**
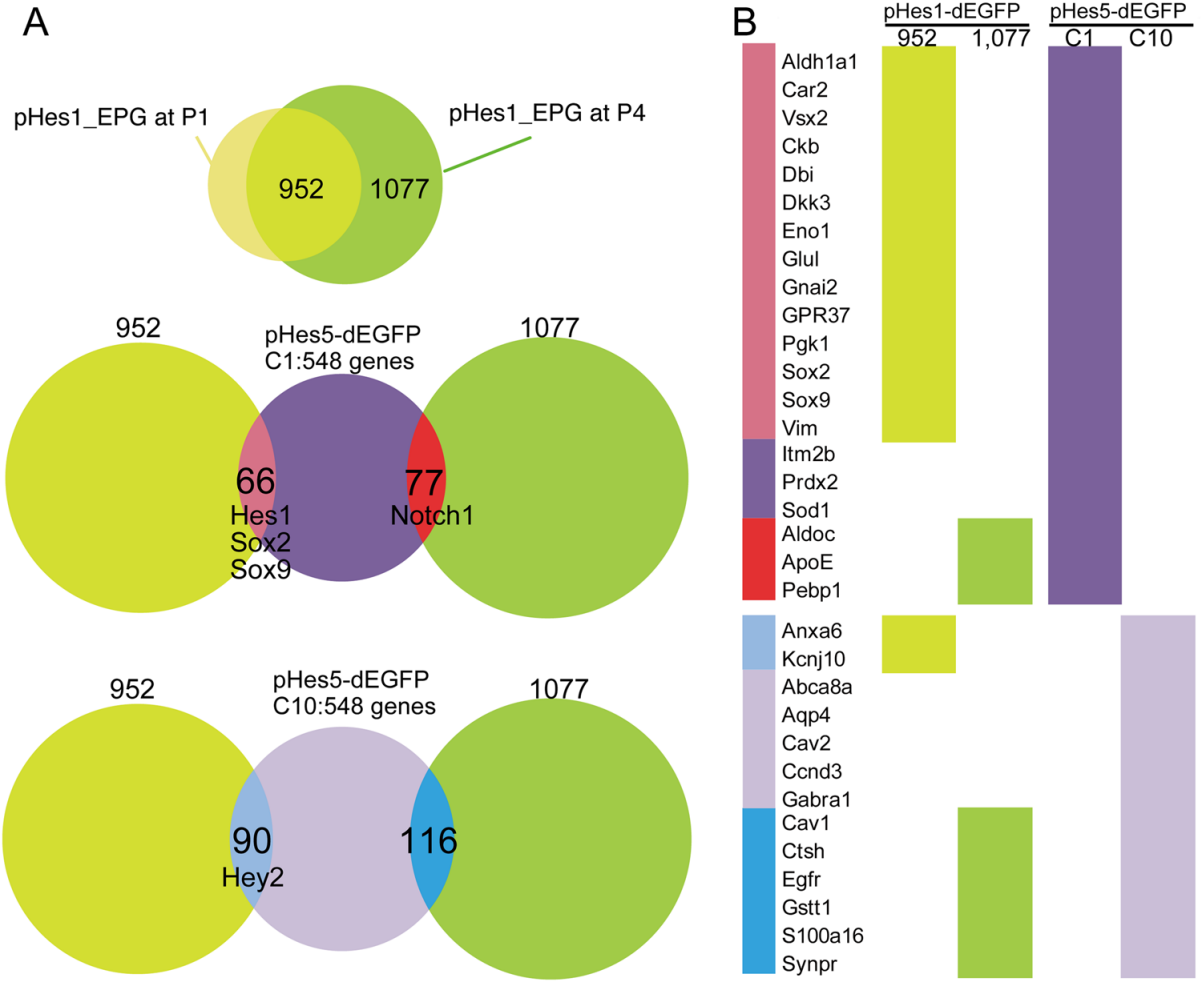
Comparison of gene expression patterns of pHes1-EGFP positive cells and pHes5-EGFP positive cells. (**A**) Schematic diagram of comparison of the gene expression. Venn diagram showing overlapping of genes of pHes1-EPG at P1 and P4 (upper panel), and these genes with pHes5-EGFP C1 genes^27^ (middle panel), and these genes with pHes5-EGFP C10 genes^27^ (lowest panel). (**B**) The genes enriched in Müller glia and/or in astrocytes^27^ are shown in the left column, and colors in the right column indicate which subgroup the genes were found. CRLBP-1 and Gnb1l were not listed in both pHes1-EGFP and pHes5-EGFP gene list.

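The gene tables list the gene for cellular retinaldehyde-binding protein 1 as Rlbp1. Its FPKM was 13.1 in pHes1_ENCs and 80.4 in pHes1_EPCs at P1, and 13.1 and 384 at P4. The ratio of pHes1_EPCs to pHes1_ENCs was 6.13 (range 5.42 to 7.00) at P1 and 29.3 (26.7 to 33.1) at P4, with log2 differences of 2.53 and 4.77. For Gnb1l the FPKM was 2.27 in pHes1_ENCs and 2.69 in pHes1_EPCs at P1, and 3.06 and 1.83 at P4, and the log2 differences were 0.17 and -0.52.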

## Discussion

In this report, we characterized the Müller glia lineage-specific molecular signature in the developing retina. Purifying retinal cells using *Hes1* promoter-dependent EGFP expression enriched the Müller glia, and we examined the genes expressed specifically in that fraction using RNA-seq. We initially defined Müller glia-specific genes by comparing the gene expression patterns between the pHes1-EGFP positive- and negative-fractions; however, the majority of pHes1-EGFP-specific genes were not upregulated after commitment to the Müller glia lineage, rather, these genes were downregulated in other cell lineages. These results suggest that progenitor cells and Müller glia share gene expression patterns. De-differentiation of Müller glia has been reported under various experimental conditions^28–30^, and a common gene expression pattern may support the ability of Müller glia to be reprogrammed to progenitor-like cells.

By combining a previously constructed ChIP-seq database of Cd73-positive and -negative developing retinal cells, we examined histone modification of gene loci that were enriched in pHes1-EPCs. The genes were subgrouped by their histone modification patterns, and interestingly, transcription factors were highly enriched in the clusters of genes in which their loci were highly H3K27me3 modified. Therefore, we speculate that H3K27 methylation regulates the expression of a particular set of transcription factors. Previously, we obtained results indicating an earlier timing for differentiation of Müller glia in retina-specific *Ezh2* knockout mice^3,7^; therefore, the role of H3K27me3 in defining the time when Müller glia differentiation is initiated was surmised. However, H3K27me3 appeared to act as a shut-off mechanism for critical transcription factors playing roles in Müller glia differentiation in other lineages. This phenomenon was clearly indicative of regulation of *Hes1* expression. In fact, modification of H3K27me3 at the *Hes1* locus increased significantly with retinal development, and *Ezh2* knockout released *Hes1* transcription from suppression. It is interesting that the level of H3K27me3 modification at the *Hes5* locus was very low at all developmental stages examined, although the time course of the *Hes5* expression pattern was quite similar to that of *Hes1*. The *Hes1* and *Hes5* genes are transactivated by the Notch intracellular domain complex with Rbpj and Maml^31^; therefore, mechanisms to distinguish *Hes1* and *Hes5* gene loci for modifying H3K27me3 may be other than Notch related molecules.

The comparison of genes expressed in pHes1-EGFP-positive cells and pHes5-EGFP-positive cells suggested differences in *pHes1* and *pHes5* labeled cells. GFP was expressed in the central retina in pHes1-Tg mice, but was absent from peripheral regions, and pHes5-Tg mice expressed GFP more strongly in the peripheral retina, beginning at E13.5^14^. The comparison of gene expression patterns in pHes1-EGFP-positive cells and pHes5-EGFP positive cells indicated that the major genes expressed in Müller glia were included in common in both lists; however, only a small fraction of all genes were listed in common. Because the methods used to analyze the genes (i.e., microarray vs. RNA-seq), the retinal developmental stage, and the bioinformatics methods used to list the Müller glia-specific genes differed between the two studies, currently we could not conclude that the difference of gene expression patterns was due to differences in the *Hes1*-positive and *Hes5*-positive cell populations. However, as the distributions of the two populations were quite different, we cannot exclude the possibility that peripheral and central Müller glia have different characteristics represented by different gene expression patterns.

The major H3K27 methyltransferase in the retina is *Ezh2*, but *Ezh1* is also expressed at a later developmental stage^3^. The H3K27me3 level at the *Hes1* locus increased in the Cd73_N fraction and maintained high level in Cd73_P fraction, but *Ezh2* expression decreases in Cd73_N and Cd73_P cells as postnatal retinal development proceeds^13^. *Ezh1* expression was weak but constant; however, shRNA based loss-of-function of *Ezh1* rather decreased *Hes1* level (Supplemental Fig. 4A,B), and *Ezh1* knockout mice produced comparable levels of the *Hes1* transcript in the adult retina (data not shown), suggesting that *Ezh1* is less likely to have a role sustaining the H3K27me3 level during late retinal development. We hypothesize involvement of other enzyme(s) in H3K27 methylation during late differentiation and to maintain the mature retina.

## Electronic supplementary material

Supplementary Information

Table S1

Table S2

Table S3

Table S4

Table S5

# Supplementary material for: Analysis of Müller glia specific genes and their histone modification using Hes1-promoter driven EGFP expressing mouse
**Source:** Sci Rep. 2017 Jun 15;7:3578. doi: 10.1038/s41598-017-03874-8

***Supplementary Information***

***Analysis of Müller glia specific genes and their histone modification using Hes1-promoter driven EGFP expressing mouse***

Authors: Kazuko Ueno*1, 2, Toshiro Iwagawa*1, Genki Ochiai1, Hideto Koso1, Hiromitsu Nakauchi3, Masao Nagasaki2, Yutaka Suzuki4, and Sumiko Watanabe1

**Supplemental Fig. 1**

**Schematic diagram of the flow of analyses in this work and definition of the cells and genes.**

**
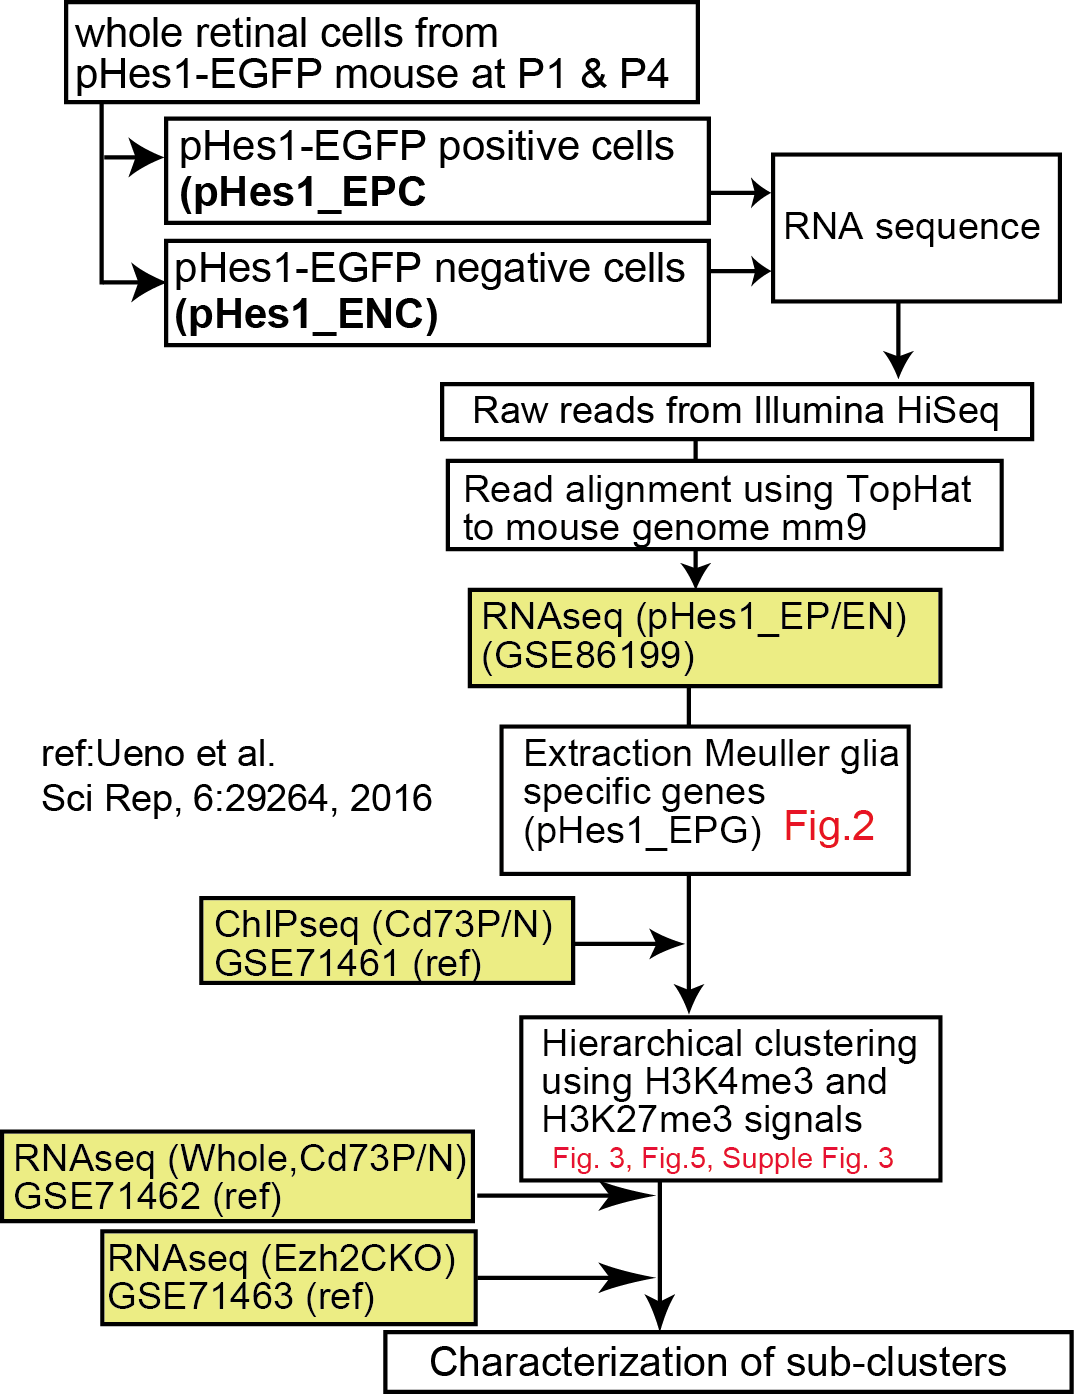
**

**Supplemental Fig. 2 Immunostaining patterns of frozen sectioned retina of *pHes1*-dEGFP mouse at 8 weeks. Antibodies for EGFP, and Müller glia markers, GS (A) and Ccnd3 (B) were used. Scale bar = 50 m.**

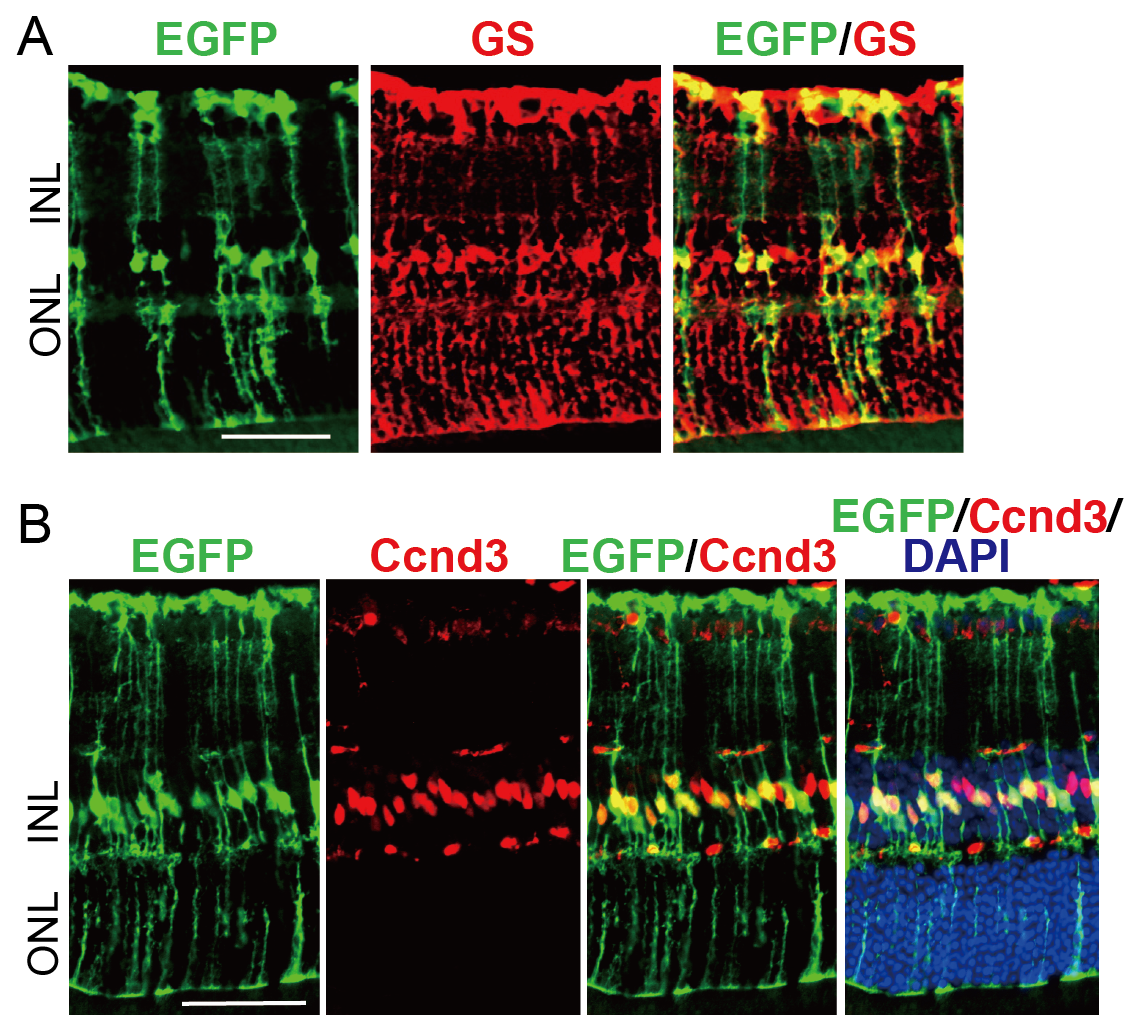

**Supplemental Fig. 3 Characterization of genes upregulated in pHes1 EGFP positive cells in P1 and P4. A-C. Distribution of H3K4me3 (ChIP-seq, A), H3K27me3 (ChIP-seq, B), and transcripts (RNA-seq, C) levels of genes in each sub-cluster. ChIP-seq and RNA-seq were performed by using Cd73P and Cd73N retinal sub-fractions at P2, P5, and P8. D. Percentage of genes categorized to transcription factors by IPA analysis in total number of genes in the clusters.**

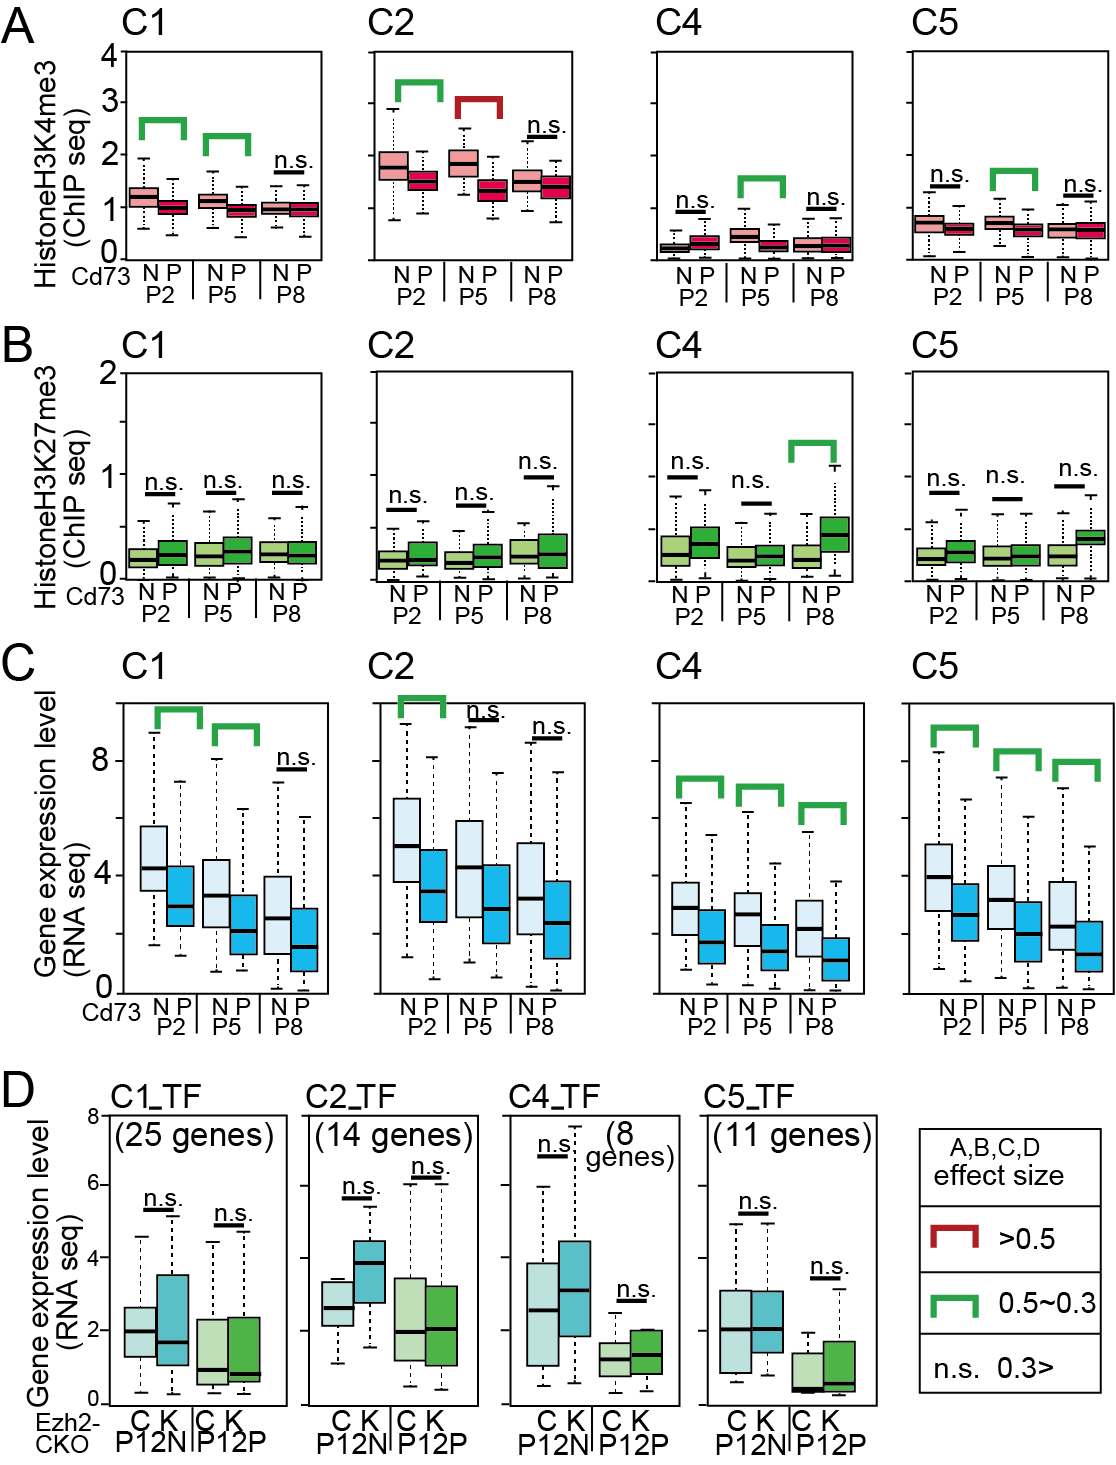

**Supplemental Fig. 4 A. Plasmids encoding sh-RNA against *Ezh1* (sh-Ezh1_1, sh-Ezh2_2), were transfected into NIH3T3 cells and after 48 hours, cells were harvested, and expression of *Ezh1* and *Ezh2* were examined by RT-qPCR. B. The plasmids were transfected into retinal explants prepared from mouse embryos at E18. After 9 days of culture, the explants were harvested, and mRNA levels of indicated genes were examined by RT-qPCR.**

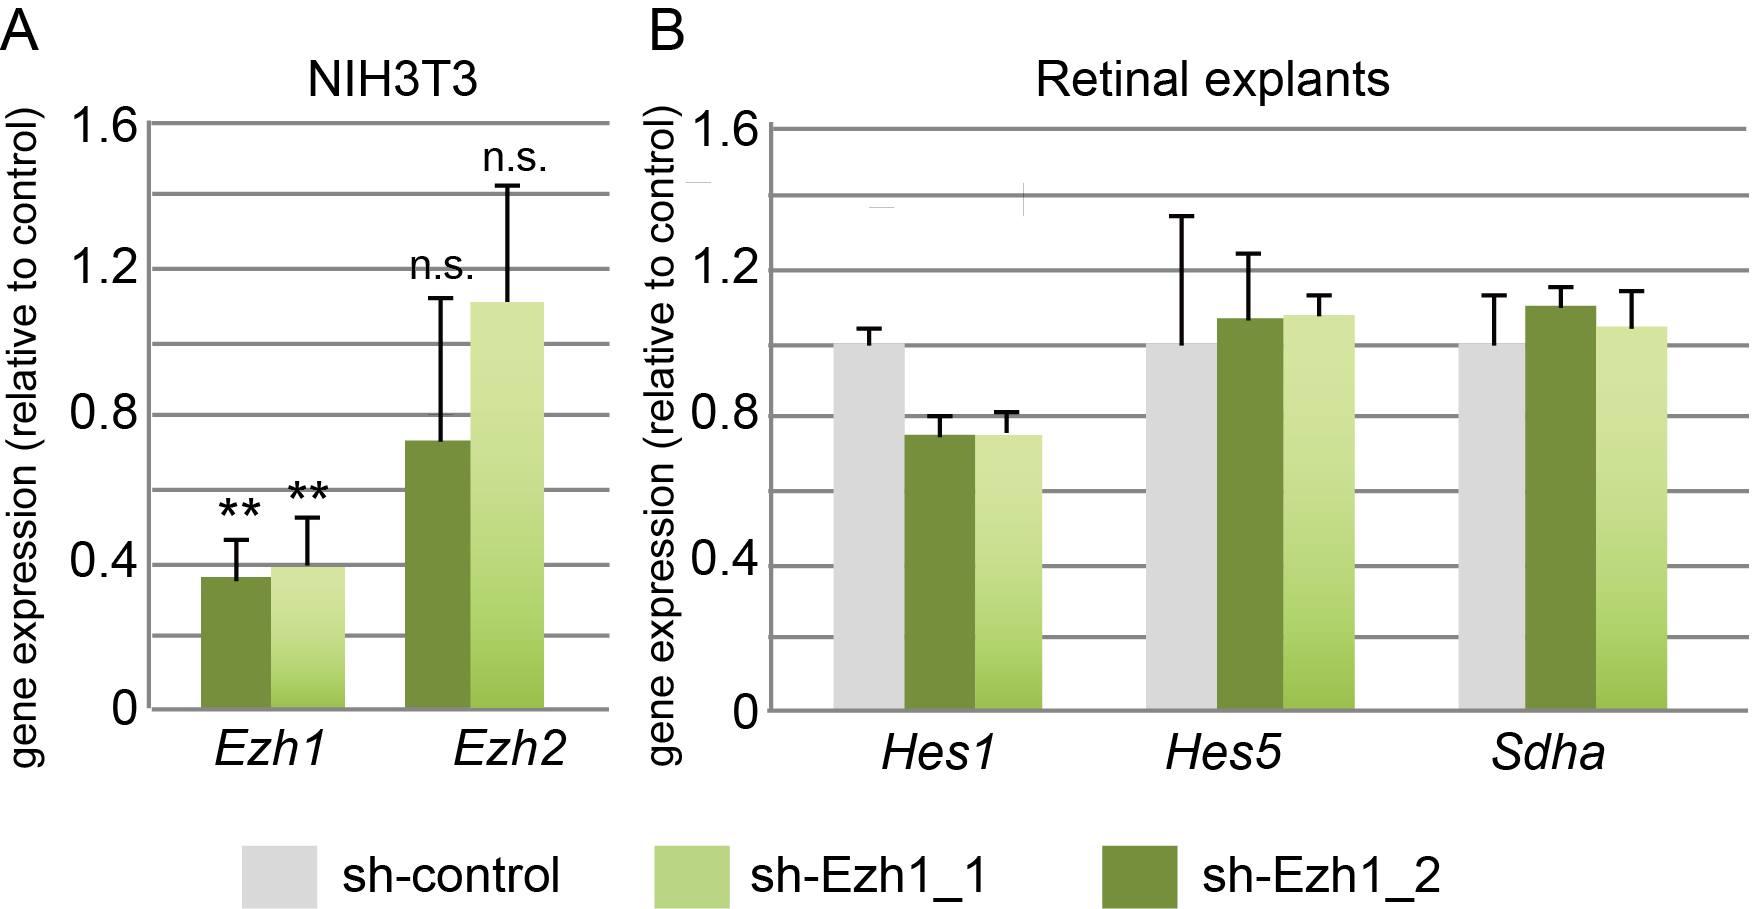

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

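RNA from EGFP-positive (pHes1_EPC) and EGFP-negative (pHes1_ENC) cells sorted at P1 and P4 was analyzed in 4 libraries, 1 for each fraction at each age. The authors aligned the single-end reads of 36 bases to NCBI37/mm9 with TopHat 2.0.8b, which allowed up to 50 positions for a read, and deposited the gene FPKM that Cufflinks 2.1.1 estimated, with a 95% interval and a status for each gene. These FPKM are divided by transcript length and by library size, and they were used without further scaling. The reads, the alignments and read counts were not used here, and neither were the ChIP-seq and RT-qPCR measurements of the paper.

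All computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. Each table held 23021 gene lines with 22558 symbols. Small RNAs, recognized by symbol, were left out (787 lines, 730 symbols). For the 235 symbols that still had more than 1 line, and up to 12, the line with the highest FPKM was kept, which left 21828 genes. Of the symbols left out as small RNAs, 33 were not matched by a small RNA type in the RefSeq annotation, and 4 symbols that were kept did carry one. Cufflinks gave the status FAIL on 9 to 11 lines and LOWDATA on 283 lines of each library, and all FAIL lines list an FPKM of 0.

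The FPKM over all lines summed to 342618 in P1 pHes1_ENC, 368805 in P1 pHes1_EPC, 359708 in P4 pHes1_ENC and 450080 in P4 pHes1_EPC. An FPKM of at least 10 was reached by 6673, 6625, 6570 and 6946 genes, in the same order. The depth was inferred from the width of the Cufflinks intervals, as 13.3 to 14.5 in units of 1e6 reads, and the worth of 1 read differed between libraries by at most 1.08 times. At this depth the half-width of the interval was 5.12% of the FPKM for Hes1 in P4 pHes1_EPC and 22.7% in P4 pHes1_ENC, where its FPKM was 3.59.

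The libraries were grouped by fraction and age, and pHes1_EPC was compared with pHes1_ENC within each age. With 1 library in each group no test between groups was possible, so differences are descriptions. The difference of a gene is log2(FPKM + 1) in pHes1_EPC minus log2(FPKM + 1) in pHes1_ENC, and a gene was listed as higher when it exceeded 1. The pseudocount of 1 is that of the values in Table S1. Ranges of ratios come from the Cufflinks intervals. The paper names Pearson's correlation coefficient r as its effect size and Student's t test for its p-values. Here r was computed from Student's t, without pairing the genes, between the values of a list of genes in the samples compared. It has no sign and also depends on the spread of expression across the genes. No p-value is given with it because genes are not independent replicates. Medians of gene lists were set against 10000 random lists drawn from 20 bins of mean expression, or from 10 by 10 bins of mean expression and transcript length or GC content, with the seed 20170615. K-means clustering used 4 clusters on values centred on the median of each gene. E15 and E18 values are those of Tables S2 and S4, and cluster and transcription regulator membership is that of Tables S1 to S5. Primers and shRNA targets were searched in NCBI37/mm9 for exact matches, with products of up to 2000 bases.

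The lists, the comparisons, the threshold and the alternatives were chosen before the data were examined, unless the text says otherwise. Genes are named if the paper names them for these libraries, if they belong to a list of marker genes that is reported, or if they are among the 5 with the largest difference in each direction. For the last rule the smaller of the P1 and P4 differences counted, and an FPKM of at least 10 was required in both pHes1_EPC libraries, or in both pHes1_ENC libraries for the other direction. Olig2 and Nnat are named outside this rule and were picked after the data had been seen. Some genes that the paper's figures show are not reported here.

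The alternatives were a pseudocount of 0.1, a ratio above 2 without a pseudocount, an FPKM of at least 1 in the higher library, FPKM rescaled to the same total, median-of-ratios scaling, quantile normalization, keeping small RNAs, genes with status OK in all libraries, intervals that do not overlap, the lines of a symbol summed, and other centring for K-means. Rescaling to the same total enlarged the FPKM of every library, because that total exceeds the FPKM sum of each. The pseudocount of 1 therefore weighs less in log2 values after this rescaling. Leaving out symbols ending in Rik and subtracting the trend with transcript length were added after the data had been seen. The same holds for the other scalings of the effect size r.

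The procedures were tested on simulated data. Of 200 genes with an FPKM of at least 10 that were raised by 3, 4 or 8 times, 100% were called. Of the unchanged genes 0 were called. The simulation held counting error only, with no variation between animals or sorts and no trend with transcript length. It therefore does not give the rate of false calls in the 2-fold lists. A planted list of 30 genes reached percentile 100, and 96.5% of 400 unchanged lists fell between percentiles 2.5 and 97.5. The simulated worth of 1 read of 0.875 was recovered as 0.874, and 99.8% of the genes returned to their planted K-means pattern. The planted patterns were chosen to be distinct, so this share does not measure how well clusters of real genes separate.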

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

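The tests of library depth, dividing cells, pigment epithelium cells, neurogenic cells, red blood cells and symbols ending in Rik were chosen only after the result was seen. In each paragraph the difference is log2(FPKM + 1) in pHes1_EPCs minus that in pHes1_ENCs, and each fraction and age has 1 library.

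A difference between the ages drew attention to 27 genes that were more than 2-fold lower in pHes1_EPCs at P1 and more than 2-fold higher at P4. They include Neurog2 at -1.89 and 2.25, Olig2 at -2.21 and 1.75, and Nnat at -1.75 and 1.88. For 26 of the 27 Cufflinks gave status OK in all 4 libraries and the intervals of the fractions lay apart at both ages, while 1 gene failed in P4 pHes1_ENCs and is listed there at 0. Of the 27, 18 kept differences above 2-fold in both directions under each of the 3 other scalings. The list of 10 Notch ligand and proneural genes, which includes Neurog2, had a median of -1.77 at P1 and 0.39 at P4. Under the other scalings the median at P4 stayed above 0, between 0.11 and 0.22, and 5 of the 10 genes were higher in pHes1_EPCs, against 6 without them. The P4 median of 0.39 lay at percentile 60.97 of random lists of similar expression, whose median was 0.316. The list as a whole was therefore not set apart at P4. At that age 4 of the 10 genes were more than 2-fold higher and 4 more than 2-fold lower in pHes1_EPCs. The difference between the ages was not tested, since no group has a replicate. Transcript length did not account for the change in the list, which lay at percentile 100 of random lists of matched length (2.39 against a random median of 0.25). In pHes1_ENCs 7 of the 10 genes fell from P1 to P4, with a median change of -1.60, and in pHes1_EPCs 2 fell (3 with quantile normalization) and the median rose by 0.67 (0.46 to 0.61 under the other scalings). A candidate explanation for the fall in pHes1_ENCs is that they held fewer neurogenic cells at P4 than at P1, which does not account for the rise in pHes1_EPCs. The change from P1 to P4 was lower in pHes1_ENCs than in pHes1_EPCs for 9 of the 10 genes, but this count follows from the pattern itself, so the fall in pHes1_ENCs cannot be told apart from that explanation. A difference between the sorts or libraries of the ages was not tested and cannot be told apart from this.

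The lists for S phase and G2/M phase are outside the genes the paper discusses. Their medians were 2.18 at P1 and 2.13 at P4 for S phase, and 1.66 and 3.00 for G2/M phase, and all 24 genes of each list were higher in pHes1_EPCs at both ages, under every scaling tried as well. The lowest of the 4 medians lay at percentile 100 of random lists of matched transcript length, and the smallest median after median-of-ratios scaling was 1.63, so neither transcript length nor scaling accounts for the pattern. Dividing cells concentrated in the EGFP-positive fraction may explain it. The lowest percentile of the 4 medians among expression-matched random lists was 100, but this restates the pattern, so the pattern cannot be told apart from that explanation or from other cells that express these genes. From P1 to P4 the median FPKM, without further scaling, fell in both fractions. For S phase it went from 59.6 to 24.2 in pHes1_EPCs and from 13.7 to 2.51 in pHes1_ENCs. For G2/M phase it went from 48.7 to 21.4 in pHes1_EPCs and from 14.6 to 1.76 in pHes1_ENCs.

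Genes of the retinal pigment epithelium, which the paper does not discuss, had a median of 0.64 at P4, at percentile 99.7 of random lists. All 11 genes were higher in pHes1_EPCs at P4 under every scaling. Pmel had an FPKM of 0.737 in P4 pHes1_ENCs and 36.5 in P4 pHes1_EPCs. A candidate explanation is pigment epithelium cells carried into the P4 EGFP-positive fraction. For 10 of the 11 genes the interval in pHes1_EPCs lay wholly above that in pHes1_ENCs at P4, and for 2 at P1, when the median was 0.13. The count at P4 restates the pattern and does not bear on the source of the RNA, so the pattern cannot be told apart from such contamination.

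Microglia genes, also outside those the paper discusses, had a median of 0.84 at P1, and all 14 were higher in pHes1_EPCs. At P4 the median was 0.38, with 13 of 14 higher. It was 0.07 with quantile normalization, with 10 of 14 higher, and 0.29 with FPKM rescaled to the same total, with 11 higher. After median-of-ratios scaling it was 0.27, with 13 higher. All 14 stayed higher at P1 under the 3 other scalings, with medians of 0.84 to 1.54. Apart from these scalings, no explanation, technical or biological, was tested for this list.

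Ribosomal protein genes had a median of 1.07 at P4, when 85 of 86 were higher in pHes1_EPCs (83 with quantile normalization), against 0.28 at P1. The paper does not discuss them. At P4 57 of them were more than 2-fold higher, but the median stayed below 2-fold under the 3 other scalings, at 0.66 to 0.89. The median lay at percentile 100 of random lists matched on transcript length, whose median was 0.63, and at percentile 100 of lists matched on GC content, whose median was 0.36. The change of the difference from P1 to P4 was 0.80, and it was 0.66 after median-of-ratios scaling, 0.61 with FPKM rescaled to the same total and 0.52 with quantile normalization. Leaving out the 10 highest genes of each library shifted it by 0.0135. Spearman's rho across the genes with the number of named pseudogenes, which 45 genes have, was 0.0692, and the FPKM that 1 read is worth differed between libraries by at most 1.08 times. Each of these values goes against its technical explanation as the whole of the pattern, yet part of the difference moves with length and scaling. From P1 to P4 the median log2(FPKM + 1) of the list went from 7.38 to 7.26 in pHes1_ENCs and from 7.65 to 8.41 in pHes1_EPCs. A difference between the preparations of P1 and P4 that both fractions share would move them alike, and these values argue against it. A difference in the preparation of the P4 pHes1_EPC library alone was not tested, so the pattern cannot be told apart from it.

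Haemoglobin genes were among the 5 genes with the largest differences toward pHes1_ENCs, with Hba-a1 at -6.17 at P1 and -5.48 at P4. They are outside the genes the paper discusses. A candidate explanation is red blood cells left in the EGFP-negative fraction. Of Alas2 and Slc4a1, which red blood cells also express, 1 was higher in pHes1_ENCs at both ages with intervals apart, namely Alas2. Slc4a1 had an FPKM of at most 0.0502 in all 4 libraries and could not show a difference at this depth, so the pattern cannot be told apart from haemoglobin RNA of another origin.

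Symbols ending in Rik make up 145 of the 2474 pHes1_EPGs, while the parts of Tables S1, S2 and S4 compared here hold 0 such symbols. Leaving out these symbols in addition to small RNAs left 19976 genes, 0.110% away from the number of genes the paper kept. The paper may have left them out.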

How the results depend on the processing

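Over 91 results, 470 alternative values were computed. Of these 312 stayed within the range set for them, 158 moved beyond it and 0 reversed direction. Only log2 differences could be counted as reversed, and counts, ratios, levels and effect sizes could not. Requiring an FPKM of at least 1 in the higher library could not change the counts of 2-fold genes. With a pseudocount of 1 such genes always meet it, so these values were unchanged by construction. Of the 194 alternative values of single genes and clusters, 81 moved. No paired analysis over the 2 ages was made, and each fraction has 1 library at each age. Apart from a change of unit stated below, the cause was not tested for any of the moves that follow. All 4 Müller glia genes of Fig. 1B stayed more than 2-fold higher and Pde6b and Nrl more than 2-fold lower in pHes1_EPCs at both ages under every alternative tried for them, and the medians of all 7 clusters of Table S2 stayed above 1. Of the 6 clusters of Table S4, all had a median above 1 at P4, but only 5 did with FPKM rescaled to the same total and with quantile normalization, where C2 was at 0.99 and 0.95.

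Counts of genes moved most with a ratio above 2 and no pseudocount, where pHes1_EPGs numbered 3007 at P1 (main 1331), 4388 at P4 (2150), 2072 in common (1007), 5323 in total (2474), 2316 at P4 only (1143) and 935 at P1 only (324), and genes higher in pHes1_ENCs 3816 at P1 (1483) and 3182 at P4 (1184). With a pseudocount of 0.1 the counts were 2057 at P1 and 1576 in common, and 2470 and 1963 for genes higher in pHes1_ENCs at P1 and P4. Rescaling to the same total gave 2170 genes higher in pHes1_ENCs at P4. Median-of-ratios scaling gave 1442 and quantile normalization 1550. The common total is larger than the FPKM sum of any library, so this rescaling is also a change of unit. It lessens the weight of the pseudocount. Counts and log2 values rescaled to the same total therefore mix that change with the effect of equal totals. Quantile normalization gave 605 at P4 only and 552 at P1 only. Ratios without a pseudocount include genes with few reads, which the depth measures poorly.

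The P4 ratio of Hes1 was 17.8 with quantile normalization, and that of Hes5 was 14.5 with quantile normalization and 16.2 with FPKM rescaled to the same total.

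For the K-means clusters of Table S1, the median differences at P1 and P4 with a pseudocount of 0.1 were -0.84 and -0.73 in C0, -2.75 and -2.08 in C1, and 1.47 and 2.22 in C3, and 0.086 in C2 at P4. Among genes with an FPKM of at least 1 they were -0.70 and -0.60 in C0, and 0.12 and 0.29 in C2. Rescaled to the same total, they were -0.87 and -0.92 in C0, -2.63 and -2.29 in C1, and 1.33 and 1.75 in C3, with 0 in C2 at P4. With median-of-ratios scaling C0 was at -0.69 and -0.67, and at P4 C1 was at -1.99, C2 at 0 and C3 at 1.47. Quantile normalization gave -0.63 and -0.72 in C0, -1.99 in C1 at P4, 0.0051 and 0 in C2, and 1.26 and 1.37 in C3. The share of genes placed in the matching cluster, 74.9%, was 70.8% with a pseudocount of 0.1, 57.2% with values centred on the mean and 54.2% with centred values divided by their standard deviation.

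Over the genes of Table S2 the medians at P1 and P4 were 1.83 and 2.84 with a pseudocount of 0.1, 1.69 and 2.32 rescaled to the same total, and 1.67 and 1.84 with quantile normalization, and 1.95 at P4 with median-of-ratios scaling. Over those of Table S4 they were 0.60 and 1.63 with a pseudocount of 0.1 and 0.53 and 1.06 with quantile normalization, and 1.16 at P4 with median-of-ratios scaling.

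The median log2 value of the pHes1_EPGs in P1 pHes1_ENC, P1 pHes1_EPC, P4 pHes1_ENC and P4 pHes1_EPC was 4.51, 5.62, 3.35 and 5.11 rescaled to the same total, and 2.62, 3.84, 1.53 and 3.65 with a pseudocount of 0.1. Median-of-ratios scaling moved it to 2.89 in P1 pHes1_ENC and 3.61 in P4 pHes1_EPC, and quantile normalization to 2.15 in P4 pHes1_ENC. The change of unit raises the levels rescaled to the same total in every library. The effect size r between the fractions at P4 was 0.366 rescaled to the same total, 0.368 with median-of-ratios scaling and 0.353 with quantile normalization, alternatives for r that were chosen after seeing the data.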

Differences from the paper's values

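For Hes1 at P1, the ratio of pHes1_EPCs to pHes1_ENCs was 6.31 against the paper's 10. None of the alternatives set before the data were examined closed the gap. The ratio was 5.93 with FPKM rescaled to the same total, 6.16 with median-of-ratios scaling, 6.44 with quantile normalization and 6.00 with a pseudocount of 1. Table S1 of the paper gives log2(FPKM + 1) of 4.14 and 6.72 for Hes1 in P1 pHes1_ENCs and pHes1_EPCs, and the gene tables give the same to 2 decimals, so the processing here does not account for the gap between the ratio and the paper's 10.

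The effect size r between pHes1_ENCs and pHes1_EPCs at P1 over the pHes1_EPGs was 0.268 against about 0.45 in the paper (Fig. 2D, read by eye). The paper names r as Pearson's correlation coefficient. That it was computed from Student's t, as here, is assumed. No alternative for r was set before the data were examined, and those chosen after seeing the values gave 0.256 to 0.275.

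The numbers of pHes1_EPGs lay within 1.5 times the paper's. They were 1331 at P1, 2150 at P4, 1007 in common, 2474 in total and 1143 at P4 only, against the paper's 1251, 2029, 952, 2328 and 1077. With symbols ending in Rik also left out, a setting chosen after seeing the values, they were 1256, 2029, 956, 2329 and 1073. A pseudocount of 0.1 gave 2057 at P1 and 3213 at P4, a ratio above 2 with no pseudocount gave 3007 and 4388, and quantile normalization gave 605 at P4 only, all more than 1.5 times away from the paper's values.

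The paper describes the rod genes as low in both fractions at P1, while Nrl had an FPKM of 164 in P1 pHes1_ENCs. The paper places Hes5 in C3, while Table S2 lists it in C2.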

Other observations

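The tests on the sex-linked genes were chosen only after the result was seen. Subtracting the trend with transcript length was also added after the data had been seen.

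Over 10468 genes with an FPKM of at least 1 in all 4 libraries, the P4 difference between pHes1_EPCs and pHes1_ENCs fell with transcript length, with a Spearman rho across genes of -0.303, against -0.134 for the P1 difference. Genes are not independent replicates. The 1047 genes with the shortest transcripts, up to 1259 bases, had a median P4 difference of 0.62, or 0.59 without ribosomal protein genes. That of the 1047 with the longest, from 6388 bases, was -0.33. Within pHes1_EPCs the change from P1 to P4 had a rho of -0.438 with transcript length, and within pHes1_ENCs one of -0.159. A candidate explanation is a length-dependent loss in the P4 pHes1_EPC library. With 1 library in each group the pattern cannot be told apart from that explanation, and it touches the comparison of the fractions at P4 as well as comparisons of P1 with P4. With the median difference of genes of similar transcript length subtracted, the pHes1_EPGs at P4 numbered 2034 instead of 2150.

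There were 1.62 times as many pHes1_EPGs at P4 as at P1. The ratio was 1.34 after median-of-ratios scaling and 1.54 after the trend with transcript length was subtracted, so neither accounts for the whole of it as tested. With quantile normalization it was 1.04. The larger count at P4 could therefore depend on how the libraries are scaled, and it was not tested between replicates.

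The FPKM of Xist at P4 was 0.195 times that at P1 in pHes1_ENCs and 0.136 times in pHes1_EPCs, while Ddx3y, Eif2s3y, Kdm5d and Uty were at 1.81 to 2.63 times their P1 values at P4. A candidate explanation is more male pups in the P4 pool than in the P1 pool, and all 10 comparisons of the 5 genes in the 2 fractions went in that direction. This count restates the pattern, so the pattern cannot be told apart from that explanation. The directions held under all 3 of the other scalings, which goes against scaling as the cause. A difference in sex between the pools would be confounded with age in every comparison of P1 with P4, but not in comparisons of the fractions at one age. The paper does not report the sex of the pups.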
